# CTCF Expression and Dynamic Motif Accessibility Modulates Epithelial–Mesenchymal Gene Expression

**DOI:** 10.3390/cancers14010209

**Published:** 2022-01-01

**Authors:** Kelsey S. Johnson, Shaimaa Hussein, Priyanka Chakraborty, Arvind Muruganantham, Sheridan Mikhail, Giovanny Gonzalez, Shuxuan Song, Mohit Kumar Jolly, Michael J. Toneff, Mary Lauren Benton, Yin C. Lin, Joseph H. Taube

**Keywords:** EMT, MET, partial EMT, ATAC-seq, chromatin accessibility, CTCF, E-cadherin

## Abstract

**Simple Summary:**

Epithelial–mesenchymal transition (EMT) facilitates cell migration, invasion, and, consequently, metastasis, which ultimately contributes to breast-cancer-related fatalities. In this study, we define the DNA accessibility dynamics that permit EMT and its reversal, MET. We demonstrate the progressive repression of E-cadherin, beginning with the loss of the membrane-bound fraction, and followed by the loss of *CDH1* reporter expression. We identify that EMT is characterized by a global increase in accessible chromatin—nearly doubling the number of accessible regions. Furthermore, we find that regions exhibiting chromatin alterations are enriched in binding motifs for CTCF. Additionally, our data suggest that CTCF repression slows the loss of epithelial gene expression while accelerating the gain of mesenchymal gene expression, facilitating a state of partial EMT.

**Abstract:**

Epithelial–mesenchymal transition (EMT) and its reversal, mesenchymal–epithelial transition (MET) drive tissue reorganization critical for early development. In carcinomas, processing through EMT, MET, or partial states promotes migration, invasion, dormancy, and metastatic colonization. As a reversible process, EMT is inherently regulated at epigenetic and epigenomic levels. To understand the epigenomic nature of reversible EMT and its partial states, we characterized chromatin accessibility dynamics, transcriptomic output, protein expression, and cellular phenotypes during stepwise reversible EMT. We find that the chromatin insulating protein machinery, including CTCF, is suppressed and re-expressed, coincident with broad alterations in chromatin accessibility, during EMT/MET, and is lower in triple-negative breast cancer cell lines with EMT features. Through an analysis of chromatin accessibility using ATAC-seq, we identify that early phases of EMT are characterized by enrichment for AP-1 family member binding motifs, but also by a diminished enrichment for CTCF binding motifs. Through a loss-of-function analysis, we demonstrate that the suppression of CTCF alters cellular plasticity, strengthening the epithelial phenotype via the upregulation of epithelial markers E-cadherin/CDH1 and downregulation of N-cadherin/CDH2. Conversely, the upregulation of CTCF leads to the upregulation of EMT gene expression and an increase in mesenchymal traits. These findings are indicative of a role of CTCF in regulating epithelial–mesenchymal plasticity and gene expression.

## 1. Introduction

Epithelial–mesenchymal transition (EMT) is a conserved process that alters the differentiation state of a cell in order to drive physiological programs, such as gastrulation and wound healing. During EMT, epithelial cells alter their gene expression and morphology, lose cell–cell contacts, and adopt a mesenchymal-like state [1]. Due to the fact that this process promotes invasion, intravasation, and resistance to anoikis, EMT is implicated in metastatic tumor cell dissemination [2,3,4]. Recent work has contributed to a revised model of metastasis in which the reversal of EMT, mesenchymal–epithelial transition (MET), is necessary for the colonization of cells that arrive at the metastatic site by means of an EMT [2,3,4,5]. Cellular plasticity, which is essential for EMT reversal, is enabled by changes in genes expression and chromatin accessibility.

EMT propels cells through progressive gene expression changes and phenotypic alterations. The hallmark of EMT is the suppression of transcription of genes such as E-cadherin (*CDH1*) and epithelial cell adhesion molecule (*EPCAM*), that can be effected through networks of EMT transcription factor proteins (EMT-TFs) such as SNAIL (*SNAI1*), SLUG (*SNAI2*), ZEB1, TWIST1, SIX1, SOX10, and FOXC2 [6,7,8,9,10]. These transcription regulators are known to act in conjunction with epigenetic regulatory mechanisms, such as the post-translational modification of histone proteins [11,12,13,14] and DNA methylation [15,16]. Further key regulatory mechanisms include alternative splicing, microRNAs, and protein translation [17,18,19,20,21,22,23]. EMT is known to be initiated by microenvironmental signals, such as TGFβ, EGF, hypoxia, and tissue stiffness [24,25,26,27]. Conversely, the loss of such stimuli can trigger MET and the re-establishment of cell–cell contacts, a decrease in migratory traits, and the expression of epithelial-specific transcription factors such as ELF5, GRHL2, and OVOL1/2 [28,29,30].

Diverse partial- or hybrid-EMT states, which co-exhibit epithelial and mesenchymal traits, are reported to be highly plastic, and, when present in tumor cells, efficiently initiate tumor growth, and predict poor patient outcomes [31,32,33,34,35,36,37,38,39,40]. Distinct hybrid EMT states are likely driven by individual EMT-TFs [41,42], which, despite considerable overlap within the EMT-regulatory network, lead to distinct gene expression outcomes [10,43]. Additionally, the propensity of a transcription factor to regulate gene expression can be further modulated by chromatin accessibility at transcription factor binding sites. Local chromatin accessibility, enabled by chromatin remodeling proteins, contort DNA to reveal regulatory sites that can be bound by a suite of transcription factors. These local DNA environments can be further reinforced by the chromatin binding factor CTCF through interactions with cohesin and condensin protein complexes, which jointly create gene expression neighborhoods that can be regulated by similar enhancers, shield regulatory sites, and contribute to broad-scale chromatin organization [44]. CTCF expression, localization, and DNA-binding activity is critical for cellular differentiation [45], yet the role of CTCF in reversible EMT is unclear. Therefore, we conducted phenotypic, transcriptomic, and chromatin-accessibility-focused analyses of cells at progressive stages along the epithelial–mesenchymal plasticity spectrum, as well as a functional assessment of the role of CTCF in epithelial–mesenchymal plasticity.

We characterized the genome-wide dynamics of chromatin accessibility at multiple timepoints during EMT and MET, including the relationship between chromatin accessibility, gene expression, and cell phenotype. By staggering TGFβ exposure and withdrawal, we established a series of stepwise EMT/MET states. Distinct phases of the repression and re-expression of the key epithelial marker E-cadherin were evident in terms of protein localization, protein expression, transcript expression, and locus accessibility. Utilizing the assay for transposase-accessible chromatin with next-generation sequencing (ATAC-seq), we report that EMT imparts a global increase in transposase-accessible chromatin, whereas MET is marked by chromatin compaction. Transcription factor binding site (TFBS) enrichment analysis points to a dynamic engagement of CTCF throughout EMT/MET. Importantly, we find that CTCF knockdown, or a reduction in chromatin-bound CTCF, reinforces epithelial gene expression and phenotypes, and CTCF overexpression stimulates mesenchymal gene expression patterns and increases cell migration. Collectively, our findings indicate that the activation of EMT and MET dramatically reconfigures chromatin accessibility, and that CTCF is a key modulator of epithelial–mesenchymal plasticity by affecting the transcriptomic output of critical EMT genes.

## 2. Materials & Methods

### 2.1. Biological Resources

MCF10A cells were a gift from Dr. Sendurai Mani and were cultured as previously described [46]. HMLE cell lines were also a gift from Dr. Sendurai Mani and were cultured as described previously [43]. Cells were plated at 10,000 cells/cm^2^ and passaged every other day to maintain consistent densities. For TGFβ treatment, media was supplemented with 5 ng/mL recombinant human TGFβ-1 (R&D Systems, Minneapolis, MN, USA; resuspended in 4 mM HCl, 0.1% BSA) and were replenished with every cell passage. MCF7, SKBR3, MDA-MB-231, Hs-578t cell lines (ATCC, Manassas, VA, USA), and HEK-293T cells, which were a gift from Dr. Jason Herschkowitz, were cultured in DMEM media (Corning, Corning, NY, USA) supplemented with 10% FBS (Cytiva, Marlborough, MA, USA), and 1% penicillin/streptomycin (Lonza, Basel, Switzerland). Cells were regularly tested for mycoplasma contamination using PlasmoTest^TM^ Mycoplasma Detection Kit (InvivoGen, San Diego, CA, USA).

### 2.2. Viral Transduction

FUGW-d2GFP-ZEB1 and pHAGE-E-cadherin-RFP plasmids were a gift from Dr. Michael Toneff. The pHAGE-CTCF plasmid was a gift from Gordon Mills & Kenneth Scott (Addgene #116728) and pHAGE-GFP was a gift from Jay Shendure (Addgene #106281). Stable reporter cell lines were generated via viral transfection as described [47]. pTRIPZ-shCTCF (Horizon Discovery, #RHS4696-200764825), pTRIPZ-shCtrl (Horizon Discovery, #RHS4743), pHAGE-GFP, and pHAGE-CTCF were transfected alongside pCMV-Δ8.2 and pCMV-VSVG using FuGENE HD transfection reagent (Promega, Madison, WI, USA) and DMEM. Viral supernatant was clarified using a 0.45 μm filter before addition to HEK-293T cells. FUGW-d2GFP-ZEB1-GFP^+^ were labeled and GFP^+^ pHAGE cells were isolated using FACSMelody^TM^ Cell Sorter (BD Biosciences, Franklin Lakes, NJ, USA). pTRIPZ-expressing cells were selected with 0.5 µg/mL puromycin.

### 2.3. Cell Fractionation

Subcellular protein fractionation was performed on 5 × 10^6^ cells using the Subcellular Protein Fractionation Kit for Cultured Cells (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s protocol. Ten µg total protein was loaded into each well for Western blotting.

### 2.4. Western Blotting

Cells were harvested and resuspended in RIPA buffer (Alfa Aesar, Haverhill, MA, USA) supplemented with protease and phosphatase inhibitors (Thermo Fisher Scientific, Waltham, MA, USA) and incubated in ice for 60 min. Lysed cells were centrifuged at 15,000 rcf for 20 min at 4 °C and the supernatant was isolated. Protein concentrations were determined using a bicinchoninic acid assay (Thermo Fisher Scientific, Waltham, MA, USA).

Proteins were separated by a 12% SDS/PAGE gel, transferred onto a 0.45 µm PVDF membrane (Thermo Fisher Scientific, Waltham, MA, USA), and probed with the appropriate antibodies. Chemiluminescence signal was obtained using ECL^TM^ Prime (Cytiva, Marlborough, MA, USA), and blot images were captured using the ChemiDoc^TM^ Imaging System (Bio-Rad, Hercules, CA, USA).

### 2.5. Flow Cytometry

At the conclusion of the TGFβ time course, cells were counted and resuspended in 500 µL 1% FBS (Cytiva, Marlborough, MA, USA) in PBS with anti-E-cadherin BB700 (BD Biosciences, Franklin Lakes, NJ, USA; #745965, 1:100), anti-CD44 BV421 (BioLegend, San Diego, CA, USA; #562890, 1:100), and anti-CD24 (BioLegend, San Diego, CA, USA; #311104, 1:100), and incubated on ice for 90 min. Following incubation, cells were pelleted and washed twice with 1% FBS in PBS and subjected to flow cytometry using a FACSMelody^TM^ (BD Biosciences, Franklin Lakes, NJ, USA).

### 2.6. Reagents

The following antibodies (in 5% milk in TBST) were used for Western blotting: anti-E-cadherin (#14472, monoclonal mouse, 1:1000, Cell Signaling Technologies, Danvers, MA, USA), anti-N-cadherin (#BDB610920, monoclonal mouse, 1:1000, BD Biosciences, Franklin Lakes, NJ, USA), anti-Slug (#9585, monoclonal rabbit, 1:500, BD Biosciences, Franklin Lakes, NJ, USA), anti-CTCF (#07-729, polyclonal rabbit, 1:1000, Millipore Sigma, Burlington, MA, USA), anti-BORIS/CTCFL (PA5-97639, polyclonal rabbit, 1:1000, Thermo Fisher Scientific, Waltham, MA, USA), anti-SMC3 (#5696, monoclonal rabbit, 1:1000, Cell Signaling Technologies, Danvers, MA, USA), anti-YY1 (#46395S, monoclonal rabbit, 1:1000, Cell Signaling Technologies, Danvers, MA, USA), anti-ZEB1 (21544-1-AP, polyclonal rabbit, 1:2000, ProteinTech), anti-Vimentin (#103661-AP, 1:2000, ProteinTech), anti-Actin (#612656, monoclonal mouse, 1:2000, BD Biosciences, Franklin Lakes, NJ, USA), anti-H3K27me3 (#9733S monoclonal rabbit, Cell Signaling Technologies, Danvers, MA, USA), anti-H3K4me3 (#9751S, monoclonal rabbit, Cell Signaling Technologies, Danvers, MA, USA), anti-H3 (#4499S, monoclonal rabbit, Cell Signaling Technologies, Danvers, MA, USA), anti-RFP (#MA5-15257, 1:2000, Thermo Fisher Scientific, Waltham, MA, USA), anti-rabbit HRP-linked IgG secondary (#7074S, 1:2000, Cell Signaling Technologies, Danvers, MA, USA), and anti-mouse HRP-linked IgG secondary (#926-80010, 1:2000, Li-Cor, Lincoln, NE, USA).

### 2.7. RNA Extraction and qPCR

RNA was extracted from cell cultures using TriZol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) and isolated following manufacturer guidelines. A total of 500 ng of RNA was used for cDNA synthesis. TaqMan Gene Expression primers (Thermo Fisher Scientific, Waltham, MA, USA) were used for miR-203, miR-200c, and sno-U6. MicroRNA quantitative PCR analyses were performed using TaqMan Gene Expression Master Mix (Applied Biosystems), normalizing to sno-U6. PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) and a QuantStudios5 real-time PCR machine (Thermo Fisher Scientific, Waltham, MA, USA) were used for quantitative PCR analyses with four technical replicates per biological replicate, normalizing to *ACTB*. Signal was quantified and normalized using QuantStudios5 software (version 1.5.1) and analyzed using Prism (version 8.4.3, Graphpad, San Diego, CA, USA).

### 2.8. Mammosphere Assay

At the conclusion of the time course, 5000 cells were plated in low-attachment 96-well plates containing 100 µL MEGM media (without BPE) (Lonza, Basel, Switzerland, CC-3150), 20 ng/mL FGF (Sigma Aldrich, St. Louis, MO, USA), 10 ng/mL EGF (Sigma Aldrich, St. Louis, MO, USA), 4 µg/mL heparin (Sigma Aldrich, St. Louis, MO, USA), and 1% methylcellulose. Twenty-five µL fresh mammosphere media were added every third day. Spheres were allowed to form for 14 days.

### 2.9. Wound Healing Assay

Cells were plated to reach 100% confluency at the end of time course. pTRIPZ-shCTCF and pTRIPZ-shCtrl cells were pretreated with 3 µg/mL doxycycline two days before wounding with a p200 tip. Measurements were made using Nikon (Minato City, Tokyo, Japan) NIS Elements Imaging Software (version 4.5) and analyzed using Prism (version 8.4.3, Graphpad, San Diego, CA, USA).

### 2.10. RNA-Seq Library Preparation and Sequencing

RNA was extracted from cell cultures using TriZol Reagent (Thermo Fisher Scientific, Waltham, MA, USA) and isolated following manufacturer guidelines. Libraries were prepared using TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed by Macrogen (Seoul, South Korea) and Novogene (Sacramento, CA, USA).

### 2.11. Identification of Differentially Expressed Genes

We used Salmon [48] to quantify the expression of transcripts from FASTQ files for both the CTCF overexpression and knockdown experiments. We indexed the reads using the GRCh38 human genome with the following options: —threads 8—gcBias—validateMappings. Quantifications were imported to DESeq2 (v1.32.0) using the tximeta (v1.10.0) package in R (v4.1.1) [49,50]. DESeq2 was used to identify differentially expressed genes in each of the experimental conditions. We considered two comparisons: differential expression of pHAGE-CTCF compared to pHAGE-GFP, and shCTCF compared to shCtrl with doxycycline only.

### 2.12. EMT Score Calculation

The EMT scores were calculated utilizing the 76-gene expression signature reported [51] and the metric mentioned based on that gene signature [52]. For each sample, the score was calculated as a weighted sum of 76 gene expression levels, and weights were measured based on the correlation of a particular gene with *CDH1* expression. The scores were standardized for all of the samples in the dataset by subtracting the mean across samples so that the global mean of the score was zero. Negative scores calculated using this method can be interpreted as mesenchymal phenotype and the positive scores as epithelial.

### 2.13. ATAC-Seq Library Preparation and Sequencing

ATAC-seq libraries were generated as described [53]. Briefly stated, 50,000 cells were centrifuged, resuspended in 50 µL lysis buffer (10 mM Tris, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630), and centrifuged at 500× *g* for 10 min at 4 °C. The pellet was resuspended in transposase reaction mix (25 µL 2× TD buffer, 2.5 µL transposase (Nextera DNA sample preparation kit, Illumina), and 22.5 µL water, and incubated at 37 °C for 30 min. Tagmented DNA was purified using MinElute PCR Purification Kit (Qiagen, Hilden, Germany) per manufacturer’s instructions. DNA libraries were PCR-amplified using Nextera DNA Sample Preparation Kit (Illumina, San Diego, CA, USA) using the following PCR conditions: 98 °C for 30 s, then thermocycling for 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min for 12 cycles, followed by 72 °C for 5 min. PCR products were size-selected for 200 to 800 base pair fragments using SPRI-Select Beads (Beckmann-Coulter, Brea, CA, USA). ATAC-seq reads were paired-end sequenced using an Illumina NextSeq500 (BSWRI Core Facility, Dallas, TX, USA).

### 2.14. Computational Resources: ATAC Peak Abundance and Motif Analysis

Due to the similarities of both ends, one paired-end read was used for analysis. Adapter sequences were removed using cutadapt (version 1.16.6) and reads were cropped to 30 bp with Trimmomatic (version 0.36.6). ATAC-seq reads were aligned to *hg19* using Bowtie2 (version 2.3.4.2). Mitochondrial, unmapped and random contigs, and ChrY reads were excluded using samtools (version 1.9) [54] to generate filtered bam files for downstream analysis.

Tag directories were generated in HOMER from filtered bam files [55]. Peaks from each replicate were called separately using HOMER ‘findPeaks -style dnase -o auto’. Then, replicate peaks were merged by calling ‘mergePeaks -d 300’ to determine common peaks. Common peaks were used for downstream analyses.

For Pearson correlation analyses, combined tag directories containing both replicates were used to quantify average peak score. Common merged peaks from each replicate were merged with other time course conditions by calling ‘mergedPeak -d 300’. Time course peak files were annotated to *hg19* by calling “annotatePeaks.pl hg19 -size 300 -log-d”. Peak scores for each condition were quantile-normalized by the preprocessCore package (version 1.44.0) in R (version 3.5.1). Quantile-normalized Pearson correlation scores were generated by R Base and visualized by the pheatmap R package (version 1.0.12).

Known motif searches were performed using HOMER [55] for 50 base pair regions, excluding masked genomic regions by calling “findMotifsGenome.pl hg19 -size 50 -mask”. Motifs with *p*-values > 10^−12^ were discarded. Plots representing the number of significant motifs (*p*-value ≤ 10^−12^) and their enrichment were generated using the ggplot2 R package (version 3.2.0).

To identify the differential peaks, the HOMER function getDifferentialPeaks was used. This function was used to quickly identify which peaks contain significantly more tags in the target experiment relative to the background experiment. Here, in each pairwise comparison, vehicle sample was considered as the background sample. The differential peaks were identified based on default parameters; i.e., peaks that have 4-fold more tags (sequencing-depth independent) and a cumulative Poisson *p*-value less than 0.0001 (sequencing-depth dependent). Next, we annotated these differential peaks to genes and obtained the distance of these peaks from the gene transcription start site (TSS). After obtaining the annotated peaks, we looked at the peak distance from TSS together with the fold change in the expression of respective genes. The fold change for a given gene was calculated by simply taking the ratio of expression values in the two samples.

For the GIGGLE analysis, ATAC-seq BED files were normalized using BEDTools, and peaks were called using MACS2. Input peak files were queried by GIGGLE [56] against ~47,000 CistromeDB compiled genome interval files, and chromatin accessibility regulators with significant feature overlap to queried files, as quantified by similarity scores, were identified [57,58].

### 2.15. GSEA and Enrichment Analysis

Peak similarities were identified using mergePeaks in HOMER and annotated to *hg19* to produce the Entrez IDs for the gene promoters nearest to peaks. GSEA analysis for Molecular Signatures Database (MSigDB) hits was performed for specific peak groups, and for sets of differentially expressed genes using WebGestalt [59]. We controlled for FDR and considered significance at an FDR < 0.05. As a result of the abundance of MSigDB hits from ATAC-seq data, our analysis was limited to either unbiased hallmarks-only gene sets [60] or breast and mammary-specific gene sets (containing keywords “breast” or “mammary”).

We quantified overlap between genes near CTCF motifs and differentially expressed genes using the presence of the same ID in each gene set. The significance of overlap was calculated using the hypergeometric test.

### 2.16. ChIP-Seq Data Pre-Processing

ChIP-seq bed data files from Fritz et al. [61] were downloaded using SRA Toolkit (version 2.10.5). Before permutation analysis, Bedtools was used to filter out any regions overlapping a list of previously described ENCODE blacklisted and assembly gap regions for ChIP-seq [62].

### 2.17. Peak Enrichment Analysis

For the provided CTCF ChIP-seq file, we calculated base pair overlap between the mark and the ATAC peaks. We used a permutation-based technique to determine whether the observed amount of base pair overlap was more than expected by chance. We calculated an empirical *p* value for the observed amount of overlap by comparing to a null model obtained by randomly shuffling length-matched regions throughout the genome and calculating the amount of base pair overlap in each permutation. Where relevant, the *p*-values were adjusted for multiple testing using the Bonferroni correction.

### 2.18. Oligos

The primers used for PCR amplification in this study can be found in Supporting Materials.

### 2.19. Data Availability

The ATAC and RNA sequencing data generated in this work have been deposited in NCBI’s Gene Expression Omnibus and are accessible though GEO series accession number GSE145851. ATAC-seq files are accessible through the UCSC genome browser [https://genome.ucsc.edu/s/kelsey_johnson1/Reversible%20EMT%20ATAC%2Dseq%20peaks].

## 3. Results

### 3.1. TGFβ Induces EMT Phenotypes

MCF10A human epithelial cells, derived from spontaneously immortalized fibrocystic mammary tissue [63], are widely utilized as model for epithelial–mesenchymal plasticity [23,64,65,66]. To characterize progressive epithelial–mesenchymal transition (EMT), we subjected MCF10A cells to TGFβ treatment and withdrawal for varying durations [67,68]. The cells’ characteristic epithelial morphology was lost after 2 days of TGFβ treatment, while a mesenchymal spindle-like morphology emerged at 4 days of TGFβ treatment (short-term TGFβ) (Figure 1A). The continued treatment of TGFβ for up to 10 days resulted in an elongated morphology. Ten days of withdrawal was necessary for cells subjected to long-term TGFβ (10 days of TGFβ) to resolve back to an epithelial morphology (Figure 1A).

We next assessed phenotypic alterations associated with EMT. As expected, cells treated with TGFβ demonstrated a greater migratory capacity than control cells (Figure 1B). This effect is reversible, as TGFβ withdrawal suppressed the migratory capacity (Figure 1B). Likewise, the mammosphere formation capacity, an indicator of stem-like properties imparted through EMT [69], is elevated in TGFβ-treated cells (Figure 1C). These results demonstrate an enrichment in stem-like properties in partial-EMT states.

To further understand the progressive changes in the stem-like phenotype, we next assayed for the cell surface expression of E-cadherin, an indicator of the epithelial phenotype, as well as CD44 and CD24, for which the combination of CD44^hi^/CD24^lo^ is indicative of a stem cell-rich subpopulation [70]. As expected, TGFβ treatment decreases the proportion of surface E-cadherin-positive cells (shown in blue) from 93.0% to 34.6% in short-term (4 days TGFβ) treated cells and to 17.5% in long-term (10 days TGFβ) treated cells (Figure 1D). We were curious about the durability of these observations, so we withdrew the short-term TGFβ treated cells from TGFβ and assessed surface E-cadherin. The withdrawal from short-term TGFβ treatment elicited a rapid recovery of surface E-cadherin (93.7% after 4 days withdrawal), whereas the long-term TGFβ treatment resulted in a slower recovery of surface E-cadherin expression (83.2% after 4 days withdrawal) (Figure 1D). Interestingly, long-term TGFβ induces a CD44^hi^/CD24^lo^ population within the surface E-cadherin^hi^ population, which comprises 3.3% of the total population, compared to 0.4% of untreated cells, (Figure 1D, dark blue). TGFβ withdrawal facilitates an expansion of this population, which increases to 24.0%, and then decreases to 18.1%. The persistence of this population indicates a potential source of stemness in cells undergoing MET. Overall, our time course reveals the asymmetrical acquisition and resolution of EMT phenotypes resulting in distinctions in morphology, E-cadherin localization, and migratory capacity.

### 3.2. TGFβ Induces Gene Expression Dynamics

We next evaluated changes in EMT-associated gene expression by RNA-seq, qPCR, and western blotting. To measure broad changes in gene expression, we performed RNA-seq and scored the gene expression based on the epithelia-specific 76-gene score (76GS) [71]. Positive 76GS scores correspond to an epithelial gene expression pattern. TGFβ treatment progressively suppresses the 76GS score until TGFβ withdrawal, whereupon the score progressively recovers (Figure 2A), irrespective of the initial duration of TGFβ treatment. Additionally, we assessed the progression of EMT-related gene expression using a mammary-cell-specific EMT signature [43]. Gene expression data are plotted for 50 genes that were previously shown to be commonly upregulated (EMT-Up) or down-regulated (EMT-Down) by multiple EMT-TFs in HMLE mammary cells [43]. In our model, EMT-Up genes increase their expression continuously throughout the time course (Figure 2B), whereas EMT-Down gene expression reaches a minimum level after 2 days of TGFβ treatment (Figure 2C). We further analyzed the mRNA expression of specific genes through qPCR. *CDH1* (E-cadherin) and *CDH3* (P-cadherin), a proposed partial-EMT marker [72], show progressive downregulation, which is durable through TGFβ withdrawal (Figure 2D). *CDH2* (N-cadherin) and EMT-TF *SNAI2* gene expression show an immediate responsiveness to TGFβ treatment and withdrawal (Figure 2D). On the other hand, EMT-TF *ZEB1* gene expression shows a delayed upregulation, whereas *TWIST1* shows no significant change (Figure 2D).

Many EMT-related genes are regulated by translation and are efficacious as proteins [23,73]; therefore, we assessed changes in protein expression for EMT markers and EMT-TFs. We observe that TGFβ suppresses E-cadherin and increases the expression of EMT-TFs Slug, Twist, and ZEB1 (Figure 2E)**.** The expression of the EMT-TF Slug mRNA and protein expression peaked early in TGFβ treatment, whereas the expression of Twist and ZEB1 did not reach its highest until later in the long-term TGFβ treatment model (Figure 2E). Indeed, the highest expression of Twist and ZEB1 was not observed until further into EMT induction, just after TGFβ withdrawal had begun, which is consistent with recently published data by Deshmukh et al. [68]. This successive enrichment of EMT-TFs may be indicative of a progressive activation of EMT-TFs wherein partial EMT is likely driven by early EMT-TFs, such as Slug, as had been predicted through a modeling approach [41].

We next examined additional facets of *CDH1* promoter and *ZEB1* 3′UTR regulatory dynamics in our model. MCF10A cells were transduced with the *CDH1* promoter linked to an RFP-encoding gene, facilitating promoter activity tracking at the single cell level [47]. Commensurate with gene expression data, the *CDH1* promoter reporter remained active throughout the short-term TGFβ treatment. However, upon extended treatment, reporter-negative cells outnumbered reporter-positive cells, indicating promoter-induced repression (Supplementary Figure S1). Notably, the repression of the *CDH1* promoter was durable despite ten days of withdrawal. In order to measure the post-transcriptional regulation of *ZEB1*, we used a 3′UTR activity assay [47]. MCF10A cells were transduced with a GFP-linked *ZEB1* 3′UTR reporter (GFP-Z1) and were subjected to TGFβ treatment. GFP-Z1 expression within GFP-positive cells became elevated at two days of TGFβ treatment (Supplementary Figure S1), agreeing with the detectable ZEB1 protein and increase in *ZEB1* mRNA. Unlike *CDH1*, the *ZEB1* 3′UTR reporter readout returned to baseline upon TGFβ withdrawal (Supplementary Figure S1). Epithelial-specific microRNAs-200c (miR-200c) and -203 (miR-203) are repressed during EMT and have been reported to target *ZEB1* and *SNAI2* [74,75]. As expected, miR-200c showed a significant decrease in expression following 2 days of TGFβ treatment, whereas the suppression of miR-203 did not reach significance until completions of long-term TGFβ treatment (Figure 2F,G). TGFβ withdrawal elicited the re-expression of both microRNAs (Figure 2F,G). Altogether, these data are consistent with an early (2 days of TGFβ) suppression of miR-200c, which may alleviate the repression of *ZEB1* mRNA and upregulate the ZEB1 protein.

### 3.3. EMT and MET-Induced Changes in Accessible Chromatin Regions

EMT is accompanied by reversible changes in the epigenome [46]. Chromatin accessibility orchestrates dynamic gene expression by exposing or hiding genomic regulatory elements. The systematic coordination of genomic elements produces distinct epigenomic states [76]. To uncover the epigenomic basis of TGFβ-driven reversible EMT, we performed the assay for transposase-accessible chromatin with next-generation sequencing (ATAC-seq) [53].

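In ATAC-seq, the transposase Tn5 inserts sequencing adapters where chromatin is accessible, and stretches of DNA that collect many reads are called as peaks. The samples were MCF10A cells, an immortalized line of human mammary epithelial cells. They were left untreated, treated with 5 ng/mL TGFβ for 2, 4 or 10 days, or treated for 4 or 10 days and then withdrawn from TGFβ for 4 or 10 days. Each of these 8 conditions had 2 libraries, replicates 1 and 2. Figure 3 covers 12 libraries of 6 conditions, which are untreated cells, the 3 lengths of treatment, and the withdrawals for 4 and 10 days after 10 days of TGFβ. The authors cropped reads to 30 bp, aligned them to hg19, called peaks in each library with HOMER, and deposited the position, score, annotation and nearest gene of each peak. The score is a signal that HOMER scales to a fixed number of reads per library, and it is listed only where a peak was called. The median peak width was 150 bp in each library. The number of reads behind a library is unknown. Low scores within a library rose in even steps, which ranged from 0.382 to 1.28 across the 12 libraries. If a step is the weight of a single read after scaling, a smaller step means a deeper library. Common peaks of a condition were groups of peaks with centres within 300 bp of each other that held a peak of both replicates. Values per library were compared between the 6 libraries harvested with TGFβ present (2, 4 and 10 days) and the 6 with TGFβ absent (untreated and both withdrawals). These comparisons used an exact two-sided permutation test over the 924 ways to split the 12 libraries. The test was repeated with labels exchanged only within a replicate number, which leaves 400 ways. Both tests take the 2 libraries of a condition as independent, though they share a treatment. With conditions as the units, 3 against 3, no exact permutation test goes below p = 0.100. Between 2 conditions with 2 libraries each, no exact permutation test goes below p = 0.333.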

The extent of chromatin accessibility is highly dynamic across EMT and MET. 

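Peaks of the 12 libraries with centres within 300 bp were joined into sites, and 110544 sites were common peaks in at least 1 of the 6 conditions. The log2 peak score at each site was compared between conditions with limma. A library without a called peak at a site was set to its own lowest score there, and these lowest scores differ between libraries, from 3.06 to 6.51. Against untreated cells, 0 sites had a higher score and 154 had a lower score after 10 days of TGFβ at a Benjamini-Hochberg adjusted p under 0.05. At an unadjusted p under 0.05, 2305 sites were higher and 2732 were lower. Of the 154 lower sites, 153 had a called peak in both untreated libraries and in neither library at 10 days of TGFβ. The count depended on how peaks were called and on the value given to a missing peak. With a single score floor for all libraries 0 sites were higher and 1 lower, and at an unadjusted p under 0.05 3703 were higher and 1907 lower. With equal numbers of peaks from each library 0 were higher and 1 lower (429 and 65 at an unadjusted p under 0.05), and with peaks called in either replicate 0 and 1 (2037 and 22264).
Libraries of the same replicate number deviated from the means of their conditions together. Over the 36463 sites called in all 12 libraries, the mean correlation of these deviations was 0.589, with a range from 0.512 to 0.680 over 15 pairs of conditions. With the replicate number as a block in the limma fit, 121 sites were higher and 609 were lower, and the 154 sites were among these. In that fit the prior degrees of freedom were infinite, so that each site's spread was taken from the trend over all sites alone. Without the block, limma estimated 37.4 prior degrees of freedom. With each library centred on its median log2 score at the sites called in all 12 libraries, 0 sites were higher and 0 lower, with 7.41 prior degrees of freedom, and at an unadjusted p under 0.05 4369 were higher and 2709 lower. With the block and the centring together, an alternative chosen after seeing the data, 1154 sites were higher and 593 were lower.
The 3 largest decreases past the threshold were at sites whose nearest genes in the files are EMBP1, UBAC2 and ITPKB-IT1. The site nearest EMBP1 is intergenic, on chromosome 1 of hg19 from 121485147 to 121485299, and the longest run of unknown bases of that chromosome starts at 121485435. Its score was 1012.3 and 1898.7 in the untreated libraries, and it was called in 3 of the 12 libraries, among them replicate 2 at 4 days of withdrawal with a score of 1275.3. Each of these 3 scores was the highest of its library. Because of this and the run of unknown bases beside it, no change in accessibility was inferred at this site. The log2 change of its score was -8.74 (standard error 1.16, limma adjusted p = 0.000220, and 2.39e-35 with the block). The site nearest UBAC2 is intergenic, on chromosome 13 from 99803264 to 99803477. It had scores of 67.8 and 39.5 in untreated cells and a log2 change of -4.00 (standard error 0.898, limma adjusted p = 0.0479, and 3.08e-05 with the block). The site nearest ITPKB-IT1 lies in an intron, on chromosome 1 from 226845923 to 226846126. It had scores of 84.5 and 23.5 in untreated cells and a log2 change of -3.78 (standard error 0.860, limma adjusted p = 0.0500, and 0.000149 with the block). After centring, the adjusted p values of these sites were 0.366, 0.368 and 0.368.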

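In untreated cells, 91043 ± 17065 peaks were called per library (SD, n = 2 libraries, as for each condition). The mean was 116060 ± 36203 peaks at 2 days of TGFβ, 93779 ± 10289 at 4 days and 135826 ± 34025 at 10 days. After 10 days of TGFβ it was 67807 ± 4538 peaks at 4 days of withdrawal and 82905 ± 9658 at 10 days of withdrawal. Over the 6 libraries with TGFβ present the mean was 115222 ± 29477 peaks, and over the 6 with TGFβ absent it was 80585 ± 13865 (SD), a ratio of 1.43 (exact permutation test, p = 0.0216). With labels exchanged only within a replicate number, the exact permutation p was 0.0250. Within replicate 1 the ratio was 1.59 and within replicate 2 it was 1.27, and an exact permutation test of 3 libraries against 3 cannot go below p = 0.100. With the withdrawals after 4 days of TGFβ included, over 16 libraries, the ratio was 1.31 (permutation test, p = 0.0287). With only the peaks that scored at least 6.51 in every library, the ratio was 1.30 (exact permutation test, p = 0.0476, and 0.0650 within replicate numbers, a test added after the data were seen).

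**Figure D1:**
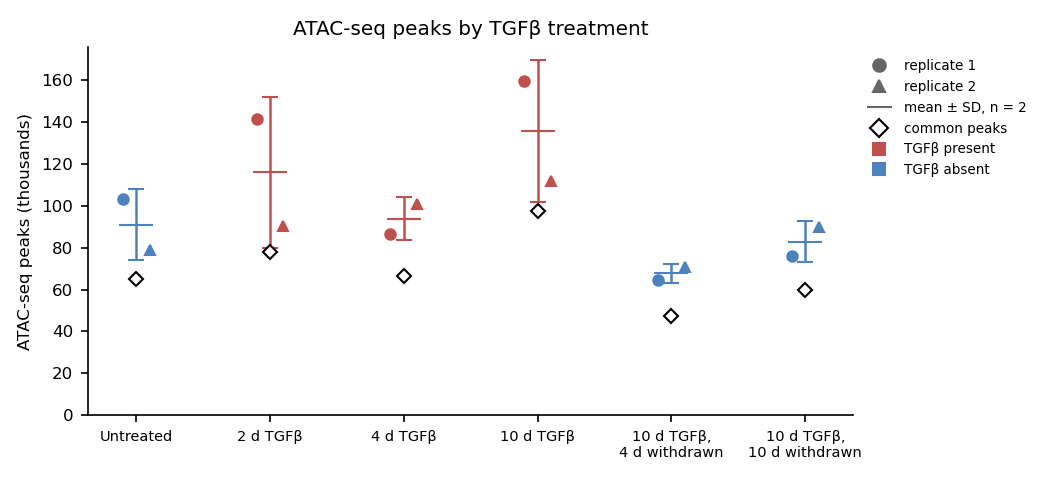
Number of ATAC-seq peaks (vertical axis) in each of the 6 conditions, with a circle for replicate 1, a triangle for replicate 2, a line and bar for their mean and SD, and an open diamond for the common peaks. The library with the most peaks, replicate 1 at 10 days of TGFβ, had 159886 and the library with the fewest, replicate 1 at 4 days of withdrawal, had 64598.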

Long-term TGFβ treatment was associated with additional ATAC-seq peaks, whereas withdrawal from TGFβ treatment was associated with a diminished number of ATAC-seq peaks (Figure 3A). 

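The common peaks, found in both replicates, numbered 65238 in untreated cells, 77899 at 2 days of TGFβ, 66255 at 4 days and 97714 at 10 days. The number at 10 days was 1.50 times that of untreated cells. From replicate 1 alone the ratio was 1.55 and from replicate 2 alone 1.42, while the 2 libraries at 10 days had 159886 and 111767 peaks. With the 64598 highest-scoring peaks taken from each library, which largely fixes the numbers being compared, the ratio of common peaks was 1.01. The score step was 1.28 and 0.84 in untreated replicates 1 and 2, and 0.528 and 0.472 at 10 days of TGFβ. If a step is the weight of a single read, both untreated libraries were shallower than both at 10 days. The ratio of 1.50 therefore cannot be told apart from a difference in depth.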

Dramatically, long-term treatment led to 50% more peaks than untreated cells (175,103 vs. 113,680). This was reversed upon 4 days TGFβ withdrawal, as the number of peaks dramatically decreased to 47,174. 

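At 4 days of withdrawal 47197 common peaks were found, 0.483 times the number at 10 days of TGFβ. The ratio was 0.404 from replicate 1 alone and 0.635 from replicate 2 alone. At 10 days of withdrawal there were 59975 common peaks.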

Though the number of called peaks fluctuate, the proportion of peaks annotated to untranslated regions (UTR), transcriptional termination sites (TTS), and exons remains stable throughout TGFβ treatment (Figure 3B). However, a greater variation was evident in the proportion of intergenic and promoter-associated peaks that increase or decrease, respectively, in response to TGFβ (Figure 3B). These results suggest a broad effect of TGFβ treatment on chromatin structure.

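The annotation of each peak is the one the authors deposited. Per library, 1.62 ± 0.127% of peaks were annotated to UTRs with TGFβ present and 1.89 ± 0.125% with TGFβ absent (SD, n = 6 each), a difference of -0.272 percentage points (exact permutation test, p = 0.00433). The share at TTSs was 1.39 ± 0.0277% and 1.49 ± 0.0508%, a difference of -0.0960 percentage points (exact permutation test, p = 0.00649). Exons held 1.38 ± 0.0767% and 1.50 ± 0.149%, a difference of -0.124 percentage points (exact permutation test, p = 0.104). Introns held 41.9 ± 1.22% and 40.9 ± 0.984%, a difference of 1.04 percentage points (exact permutation test, p = 0.147), and the share of non-coding annotations differed by -0.103 percentage points (exact permutation test, p = 0.00866). After Benjamini-Hochberg adjustment over these 5 classes, the exact permutation p was 0.0144 for UTRs, TTSs and non-coding annotations, 0.130 for exons and 0.147 for introns. Exchanging labels only within a replicate number gave an exact permutation p of 0.00500 for UTRs, 0.0100 for TTSs, 0.0650 for exons and 0.0350 for introns. At equal numbers of peaks from each library, the differences were -0.224 percentage points for UTRs (exact permutation test, p = 0.0108), -0.0645 for TTSs (p = 0.0130), -0.168 for exons (p = 0.0368), 0.0209 for introns (p = 0.968) and -0.0849 for non-coding annotations (p = 0.00866).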

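Promoters held 17.8% of the common peaks of untreated cells and 13.3% of those at 10 days of TGFβ, a difference of -4.50 percentage points. Intergenic regions held 36.9% and 40.4%, a difference of 3.47 percentage points. Per library, the promoter share was 12.5 ± 2.15% with TGFβ present and 16.0 ± 1.92% with TGFβ absent (SD, n = 6 each; exact permutation test, p = 0.0130). The intergenic share was 40.4 ± 1.16% and 37.3 ± 1.25%, and each library with TGFβ present had a higher share than each without (exact permutation test, p = 0.00216, the smallest that 6 libraries against 6 allow). Within replicate numbers, the exact permutation p was 0.0100 for promoters and 0.00500 for intergenic regions. Taking equal numbers of peaks from each library moved these differences most. The promoter share then differed by -1.002 percentage points (exact permutation test, p = 0.392) and the intergenic share by 1.52 (exact permutation test, p = 0.0498), while within replicate numbers, a test added after the data were seen, the exact permutation p was 0.0100 and 0.00500.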

In order to further determine the genomic distribution of newly accessible chromatin regions, we interrogated the distance, in base pairs, between annotated ATAC peaks. Generally, TGFβ treatment decreases the gap size between peaks (Figure 3C). 

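The gap was taken from the end of a peak to the start of the next on the same chromosome. The median gap per library was 10001 ± 1670 bp with TGFβ present and 12547 ± 2041 bp with TGFβ absent (SD, n = 6 each), a ratio of 0.797 (exact permutation test, p = 0.0433). It was 0.0600 in the exact permutation test within replicate numbers. With equal numbers of peaks from each library the direction reversed, to a ratio of 1.05 (exact permutation test, p = 0.314, and 0.0300 within replicate numbers, a test added after the data were seen).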

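Between common peaks, the median gap was 15459 bp in untreated cells, 13289 bp at 2 days of TGFβ, 15798 bp at 4 days and 11645 bp at 10 days. It was 20377 bp at 4 days of withdrawal and 16758 bp at 10 days of withdrawal. The median at 10 days of TGFβ was 0.753 times that of untreated cells, and 0.753 and 0.805 times from replicates 1 and 2 alone. This ratio was 1.06 with equal numbers of peaks from each library. Gaps within a set of peaks are not independent replicates, so no test was made across gaps.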

Long-term TGFβ-treated cells had significantly shorter distances between ATAC-seq peaks (median 11,564 bp) compared to the control (median 15,348 bp). Due to the fact that many of the peaks unique to long-term TGFβ annotate to intergenic and intronic regions, we hypothesized that TGFβ treatment decreased the number of 1 megabase (Mb) regions without a peak—reducing the number of so-called “peak deserts”. 

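Gaps longer than 1 Mb between common peaks numbered 186 in untreated cells and 100 at 10 days of TGFβ when all gaps were counted. Without the gaps that overlap the longest run of unknown bases of a chromosome, where the reference holds no sequence, there were 168 and 82, a ratio of 0.488. The same count was 166 at 2 days of TGFβ, 173 at 4 days, 231 at 4 days of withdrawal and 198 at 10 days of withdrawal. Per library, the number of these gaps was 85.7 ± 47.6 with TGFβ present and 134 ± 38.0 with TGFβ absent (SD, n = 6 each), a ratio of 0.640 with overlapping libraries (exact permutation test, p = 0.0952). With labels exchanged only within a replicate number, the exact permutation p was 0.0500. With equal numbers of peaks from each library, the ratio was 0.881 (exact permutation test, p = 0.221, and 0.0300 within replicate numbers, a test added after the data were seen).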

We enumerated the number of ATAC-seq peak deserts and found that long-term TGFβ treatment decreases the number of peak deserts from 185 to 99 (Figure 3D). To understand how changes in chromatin accessibility associate with changes in transcription, we plotted the fold change in gene expression against the distance from TSS for peaks with a significantly differential peak intensity between either 2 days TGFβ (Figure 3Ei) or 10 days TGFβ (Figure 3Eii) and the control. As expected, the strongest gene expression fold change values are associated with ATAC-seq peaks nearest to TSSs. Nevertheless, genes with significant changes in chromatin accessibility of up to 500 kb on either side of the TSS also exhibit altered expression (Figure 3E). Overall, these data suggest that EMT increases chromatin accessibility across the genome, with TSS distal and proximal changes affecting gene expression.

Given the diverse transcriptional dynamics observed in EMT-related genes, we next examined chromatin accessibility at select genes. We first compared the peaks within epithelial-specific genes *CDH1* (E-cadherin), *CDH3* (P-cadherin), and *EPCAM* (epithelial cell adhesion molecule). Accessibility at *CDH1* and *CDH3* remained high throughout short-term TGFβ treatment, as indicated by minor changes in peak profiles. These results are consistent with *CDH1* relative expression and total E-cadherin protein expression, suggesting that the lack of chromatin perturbations enabled the maintenance of *CDH1* transcription and E-cadherin expression. However, some *CDH1* and *CDH3* peaks began to diminish following long-term TGFβ, and continued to do so despite TGFβ withdrawal, highlighting a delayed and possibly stable chromatin alteration following EMT (Supplementary Figure S2A). These results contrast with chromatin accessibility at the *EPCAM* promoter, where peaks scores are more tightly associated with initial exposure to TGFβ but fail to return to control levels even after 10 days of withdrawal (Supplementary Figure S2A). This difference in the recovery of *EPCAM* accessibility between short and long-term TGFβ exposure is in concordance with findings from the Scheel lab [77] that show high EPCAM linked with the ability to enter a hybrid EMT state, but low EPCAM linked with an irreversible mesenchymal state.

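The score of the highest peak within 1 kb of the transcription start site was taken as a gene's promoter peak score, with 0 where no peak was called. The highest promoter peak of *CDH1* lies on chromosome 16 of hg19 from 68771103 to 68771253, and that of *CDH3* on chromosome 16 from 68678748 to 68678898. The *CDH1* promoter peak score was 21.8 ± 7.28 in untreated cells, 24.8 ± 21.6 at 2 days of TGFβ and 14.0 ± 19.7 at 4 days (SD, n = 2 libraries). At 4 days it was 0 in replicate 1 and 27.9 in replicate 2. For *CDH3* the promoter peak score was 23.4 ± 6.86, 19.5 ± 9.19 and 16.1 ± 6.86 at the same times. At both genes the replicates of the 3 conditions overlapped. These scores were not adjusted for the scale of a library. In replicate 1 the median score at sites called in all 12 libraries was 41, 29 and 17.8 at these times. In replicate 2 it was 24.4, 34.7 and 22.3. The authors' annotation assigned 5.00 ± 1.41 peaks to *CDH1* in untreated cells, 4.00 ± 1.41 at 2 days and 2.50 ± 2.12 at 4 days. The highest *CDH1* peak outside the promoter scored 74.2 and 71.5 in untreated replicates 1 and 2. It scored 53.5 and 73.8 at 2 days and 30.3 and 65.1 at 4 days. For *CDH3* these scores were 69.1 and 48.8, then 73.4 and 65.1, and 33.6 and 57.6.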

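At 10 days of TGFβ the promoter peak score of *CDH1* was 14.0 ± 11.6 (SD, n = 2 libraries), and after withdrawal it was 6.40 ± 9.05 at 4 days and 11.4 ± 6.78 at 10 days. For *CDH3* it was 18.7 ± 7.00, then 9.05 ± 12.8 and 11.2 ± 2.64. Replicate 1 at 4 days of withdrawal had no called promoter peak at either gene. In replicate 1 the *CDH1* score was 16.6 in untreated cells and 5.81, 0 and 6.61 at 10 days of TGFβ and at 4 and 10 days of withdrawal, and in replicate 2 it was 26.9, then 22.2, 12.8 and 16.2, so each of these libraries was below the untreated library of its replicate. For *CDH3* it was 28.2, then 13.7, 0 and 9.36 in replicate 1, and 18.5, then 23.6, 18.1 and 13.1 in replicate 2. A comparison of TGFβ present and absent counts withdrawn with untreated libraries and so does not test a decrease that lasts through withdrawal. Over the 6 conditions, the mean log2 score (with 1 added) differed by 0.19 between TGFβ present and absent at *CDH1* (exact permutation test, p = 0.827) and by 0.75 at *CDH3* (exact permutation test, p = 0.413). The number of peaks assigned to *CDH3* was 10.7 ± 2.07 with TGFβ present and 8.00 ± 1.90 with TGFβ absent (exact permutation test, p = 0.0584, adjusted p = 0.105 over the 9 named genes). At *CDH1* the means were both 4.17 peaks. The highest *CDH1* peak outside the promoter scored 43.8 and 56.1 at 10 days of TGFβ in replicates 1 and 2. It scored 14.3 and 60.3 at 4 days of withdrawal and 24.2 and 56.1 at 10 days. Each score was below the untreated library of its replicate (74.2 and 71.5). For *CDH3* the scores were 80.2 and 42.4, then 20.9 and 38.4, and 28.6 and 47.4. Of these, only replicate 1 at 10 days of TGFβ was above its untreated library (69.1 and 48.8). In replicate 1 the median score at sites called in all 12 libraries was 41 in untreated cells and 39.6 at 10 days of TGFβ. It was 13.2 and 14.9 at 4 and 10 days of withdrawal. In replicate 2 it was 24.4, then 25, 22.6 and 26.8. The lower scores after withdrawal in replicate 1 therefore cannot be told apart from a difference in the scale of libraries.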

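The highest promoter peak of *EPCAM* lies on chromosome 2 of hg19 from 47596320 to 47596470, in a UTR. Its score was 31.5 ± 10.2 in untreated cells, 16.6 ± 8.84 at 2 days of TGFβ, 12.8 ± 10.7 at 4 days and 17.7 ± 7.00 at 10 days (SD, n = 2 libraries). After 10 days of TGFβ it was 10.7 ± 5.06 at 4 days of withdrawal and 16.2 ± 7.99 at 10 days. In each replicate the untreated library had the highest score of the 6 conditions, 24.3 and 38.7. In replicate 1 the median score at sites called in all 12 libraries was also highest in untreated cells, at 41 against 13.2 to 39.6. In replicate 2 it was 24.4 in untreated cells and 22.3 to 34.7 in the other conditions. The promoter peak scores of *EPCAM* were not adjusted for this scale, so their order in replicate 1 may reflect it. Between TGFβ present and absent the mean log2 score differed by -0.25 (exact permutation test, p = 0.584, adjusted p = 0.827 over the 9 named genes). With the highest peak within 10 kb of the transcription start site the direction reversed, to a log2 difference of 1.12 (exact permutation test, p = 0.00216, adjusted p = 0.0195).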

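A comparison of the withdrawals after 4 and after 10 days of TGFβ at *EPCAM* was added after the data were seen. The mean log2 promoter peak score was 4.86 ± 0.58 in the libraries withdrawn after 4 days of TGFβ and 3.75 ± 0.63 in those withdrawn after 10 days (SD, n = 4 each). The difference of 1.11 was not past the threshold (exact permutation test over 70 splits, p = 0.0857, where 4 libraries against 4 can reach 0.0286). With labels exchanged only within a replicate number, which leaves 36 splits, the exact permutation p was 0.0556, the smallest these splits can give, so that test could not pass 0.05. In both replicates each library withdrawn after 4 days of TGFβ had a higher score than each withdrawn after 10 days (19.5 and 19.9 against 7.15 and 10.5 in replicate 1, 44.2 and 35.5 against 14.3 and 21.8 in replicate 2). The median score of all peaks was 21 and 13.6 against 10.5 and 10.5 in these libraries of replicate 1. In replicate 2 it was 18.7 and 12.9 against 15.1 and 14.3. The order in replicate 1 therefore cannot be told apart from a difference in the scale of libraries. With the highest peak within 10 kb, the difference was 0.43 (exact permutation test, p = 0.257).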

Accessibility patterns at mesenchymal genes *CDH2*, *VIM*, *FN1*, *ZEB1*, *SNAI1*, and *SNAI2* (Supplementary Figure S2B,C) are more responsive to TGFβ than epithelial genes—increasing in accessibility and peak intensity following TGFβ treatment and resolving to untreated conditions in withdrawal. 

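The highest promoter peaks lie on hg19 chromosome 18 from 25757058 to 25757208 for *CDH2*, chromosome 10 from 17270460 to 17270610 for *VIM*, chromosome 2 from 216300783 to 216300933 for *FN1*, and chromosome 10 from 31608361 to 31608511 for *ZEB1*. Those of *SNAI1* and *SNAI2* lie on chromosome 20 from 48599298 to 48599448 and on chromosome 8 from 49833949 to 49834099. None of the 9 named genes, epithelial genes included, had a promoter peak score that differed between TGFβ present and absent past an adjusted p of 0.05. The largest difference was at *FN1*, with a mean log2 score of 4.67 ± 0.75 with TGFβ present and 2.82 ± 2.35 with TGFβ absent (SD, n = 6 each). This difference of 1.86 had an exact permutation p of 0.110 (adjusted p = 0.827), and of 0.0200 with labels exchanged only within a replicate number (adjusted p = 0.180). The difference at *FN1* was 0.37 without replicate 1 and 3.34 without replicate 2. At the other 5 mesenchymal genes the log2 difference ranged from -0.61 at *SNAI1* to 0.28 at *ZEB1*.
The number of peaks assigned to a gene by the authors' annotation differed for 3 of the 9 genes. *CDH2* had 49.2 ± 17.1 peaks with TGFβ present and 24.8 ± 8.50 with TGFβ absent (exact permutation test, p = 0.00866). For *ZEB1* the numbers were 13.2 ± 5.53 and 6.5 ± 2.07 peaks (exact permutation test, p = 0.0108), and for *SNAI2* 14.3 ± 3.88 and 8.33 ± 2.66 peaks (exact permutation test, p = 0.0152). The adjusted p was 0.0455 for each of the 3 genes over the 9 genes, and 0.0600 with labels exchanged only within a replicate number. With equal numbers of peaks from each library, none of the 9 genes passed the threshold. *FN1* had 7.17 ± 3.06 and 4.17 ± 1.17 peaks (exact permutation test, p = 0.0303, adjusted p = 0.0682).

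**Figure D2:**
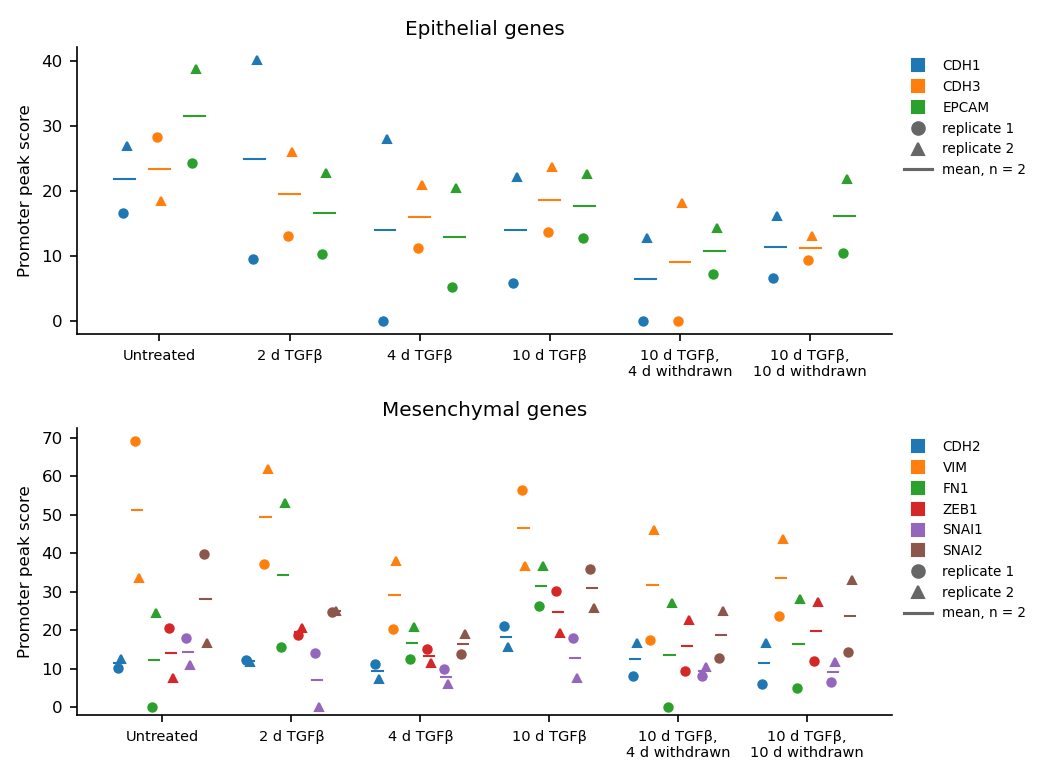
Promoter peak score (vertical axis) of the named epithelial and mesenchymal genes in the 6 conditions, with a circle for replicate 1, a triangle for replicate 2 and a line for their mean; 0 marks a library without a called promoter peak. At *VIM* the untreated libraries scored 69.1 and 33.6 and the libraries at 10 days of TGFβ 56.5 and 36.8.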

Whereas the peak density at the promoter proximal cluster remains elevated throughout TGFβ treatment and withdrawal, the peak density at the promoter distal cluster of *FN1* (gray box, Supplementary Figure S2B) corresponds closely to TGFβ exposure. Similarly, *SNAI1* and *SNAI2* both show greater changes in peak height at regions distal to the coding sequence or promoter regions (Supplementary Figure S2C).

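The *FN1* promoter peak score was 12.2 ± 17.3 in untreated cells, 34.5 ± 26.5 at 2 days of TGFβ, 16.7 ± 5.94 at 4 days and 31.6 ± 7.35 at 10 days (SD, n = 2 libraries). It was 13.6 ± 19.2 at 4 days of withdrawal and 16.5 ± 16.4 at 10 days of withdrawal. In replicate 1, no promoter peak was called in untreated cells or at 4 days of withdrawal. The highest peak assigned to *FN1* outside the promoter scored 22.5 ± 0.778 in untreated cells, 31.4 ± 10.9, 21.4 ± 1.41 and 20.5 ± 9.05 at 2, 4 and 10 days of TGFβ, and 13.5 ± 6.58 and 13.5 ± 7.38 at 4 and 10 days of withdrawal. Its mean log2 score was 0.58 higher with TGFβ present than absent, a difference the libraries did not separate (exact permutation test, p = 0.113, adjusted p = 0.169 over *FN1*, *SNAI1* and *SNAI2*). The exact permutation p within replicate numbers was 0.145.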

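The highest peak outside the promoter of *SNAI1* had a mean log2 score of 5.16 ± 0.68 with TGFβ present and 4.26 ± 0.57 with TGFβ absent (SD, n = 6 each). The difference of 0.91 had an exact permutation p of 0.0346 (adjusted p = 0.104), and of 0.0300 with labels exchanged only within a replicate number (adjusted p = 0.0900). At *SNAI2* the values were 4.74 ± 0.62 and 4.51 ± 0.61, a difference of 0.23 (exact permutation test, p = 0.524). Without replicate 2 the difference at *SNAI2* was -0.026.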

### 3.4. Chromatin Changes Occur Early in EMT and Are Mostly Reversible

Next, in order to determine the relationships between timepoints in terms of chromatin accessibility patterns, we calculated a correlation coefficient for each pair of samples. As a result of the differences in peak distribution and score among TGFβ-treated and withdrawn conditions, peaks were merged into 300 bp bins, and peak scores were quantile-normalized prior to correlation with other time points. Expectedly, untreated and TGFβ withdrawn conditions share similarities (R^2^ = 0.93) (Figure 3F). 

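The step behind Figure 3F that combines the replicates' reads cannot be repeated from peak scores, so the score of a condition at a site was the mean of the 2 replicates' log2 scores (with 1 added, and 0 where no peak was called). These means were quantile-normalized across the 6 conditions and correlated across the 110544 sites, which are not independent replicates. Pearson's r between untreated cells and 10 days of withdrawal was 0.832 (r² = 0.692), and between untreated cells and 4 days of withdrawal 0.808 (r² = 0.653). Single libraries resembled each other less. Between the replicates of a condition r ranged from 0.481 to 0.612, with a mean of 0.558. It was 0.644 on average between libraries of the same replicate number from different conditions, and 0.491 between libraries that shared neither. With common peaks replaced by peaks called in either replicate, r between untreated cells and 10 days of withdrawal was 0.869.

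**Figure D3:**
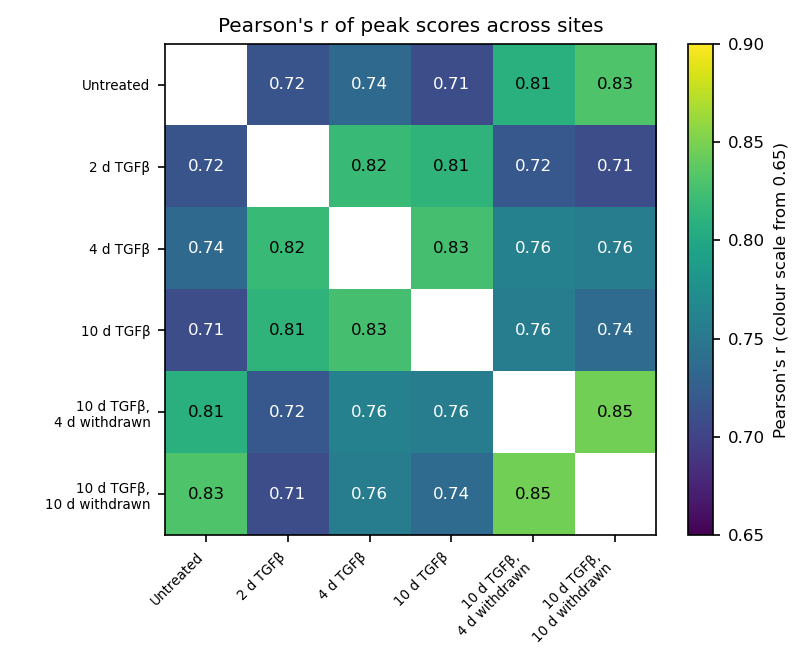
Pearson's r of quantile-normalized log2 peak scores across 110544 sites for each pair of the 6 conditions, with colour from 0.65 to 0.90. The pairs run from 0.709 for untreated cells and 10 days of TGFβ to 0.847 for the 2 withdrawals.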

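Between untreated cells and 10 days of TGFβ, r was 0.709 (r² = 0.503), and between untreated cells and 2 days of TGFβ it was 0.715 (r² = 0.512). The value for 2 days of TGFβ and 10 days of withdrawal was 0.7095. These values differed by less than the spread between replicates, since r for untreated cells and 2 days of TGFβ was 0.745 from replicate 1 alone and 0.692 from replicate 2 alone. The 4-day treatment had r = 0.735 with untreated cells. Taking equal numbers of peaks from each library moved these correlations most, to 0.545 with 10 days and 0.557 with 2 days of TGFβ.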

The greatest distinction in chromatin accessibility patterns was between untreated and long-term TGFβ treatment (R^2^ = 0.81) and untreated and 2 days TGFβ (R^2^ = 0.82). 

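After 2 days of TGFβ, 0 of the 110544 sites had a higher score and 5 had a lower score than in untreated cells (limma, adjusted p under 0.05). At an unadjusted p under 0.05, 2455 sites were higher and 1294 lower. With the replicate block, limma called 63 sites higher and 103 lower, the 5 sites among them. With each library centred as well, 858 sites were higher and 138 lower. With a single score floor, and with equal numbers of peaks from each library, 0 were higher and 2 lower.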

The lack of similarity in chromatin peaks between untreated and 2 days of TGFβ suggests that chromatin reprogramming occurs very early in EMT induction, preceding many transcriptomic changes. Interestingly, the strong correlation of chromatin accessibility patterns between 2 and 10 days TGFβ (R^2^ = 0.94) (Figure 3F) suggests that early chromatin accessibility alterations are sustained during EMT induction.

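Between 2 and 10 days of TGFβ, r was 0.812 (r² = 0.660) across sites, and 0.876 from replicate 1 alone and 0.764 from replicate 2 alone. The 4-day treatment had r = 0.819 with 2 days and 0.826 with 10 days of TGFβ. With common peaks replaced by peaks called in either replicate, r between 2 and 10 days was 0.905.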

We next asked whether major changes in chromatin accessibility occur at regions with low, moderate, or high accessibility. A mean peak score (MPS) was generated for pairs of samples by averaging the peak scores for those two samples. An MPS below 3 was considered “low accessibility”, whereas an MPS above 5 was considered “high accessibility”. We next determined the differential peak score (DPS) for each pair of samples to quantify their change in accessibility. We observed that major changes in accessibility (defined as a DPS above 2 or below −2) occur primarily at low and moderately accessible regions (Figure 3G) but can occur at highly accessible peaks. 

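The mean and differential peak scores were computed on log2 scores (with 1 added, and 0 where no peak was called), averaged over the 2 replicates of a condition, with the paper's limits of 3 and 5 for low and high accessibility. Between untreated cells and 10 days of TGFβ, 42303 sites had low accessibility, 49512 moderate and 18729 high. The differential score was above 2 or below -2 at 48.5% of the sites of low accessibility, 8.73% of the moderate sites and 0.0267% of the high ones. Among the sites of low accessibility, 18574 rose and 1925 fell, and among the moderate ones 3294 rose and 1026 fell. Of the low sites, 22147 had a called peak in both conditions, and 2590 of these rose and 943 fell.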

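Of the 18729 sites of high accessibility, 4 rose by more than 2 and 1 fell by more than 2 from untreated cells to 10 days of TGFβ. The number that rose was 106 from replicate 1 alone and 0 from replicate 2 alone. With a merge distance of 100 bp, 8 sites rose.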

A major increase in the accessibility at strong peaks is evident when comparing the long-term TGFβ treatment to untreated cells (Figure 3Gi, yellow). This is followed by a major decrease in the accessibility at strong peaks when comparing long-term TGFβ treatment to cells that have undergone a full TGFβ withdrawal (Figure 3Gii, yellow). These differential peak scores are no longer evident when comparing the control to fully withdrawn cells (Figure 3Giii). These data indicate that long-term TGFβ treatment confers a strong increase in accessibility at highly accessible regions, which are likely to directly regulate gene expression, but also at low accessibility regions, which may be more indicative of transcriptional noise.

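From 10 days of TGFβ to 10 days of withdrawal, 11 of 11980 sites of high accessibility fell by more than 2 and 0 rose. From replicate 1 alone 814 sites fell, and from replicate 2 alone 0 sites fell. These scores were not adjusted for the scale of a library. The median score at sites called in all 12 libraries went from 39.6 to 14.9 in replicate 1 and from 25 to 26.8 in replicate 2. The 814 sites therefore cannot be told apart from a difference in scale. Over both replicates, 3 sites fell with quantile normalization of the differential scores. Among sites of low accessibility 26103 fell and 646 rose, and among moderate sites 4301 fell and 169 rose.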

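Between untreated cells and 10 days of withdrawal, 3 of 12498 sites of high accessibility had a differential score above 2 or below -2. The number was 755 from replicate 1 alone and 1 from replicate 2 alone. In replicate 1 the median score at sites called in all 12 libraries was 41 untreated and 14.9 withdrawn, and in replicate 2 24.4 and 26.8. Among moderate sites 147 rose and 2850 fell, and among sites of low accessibility 1543 rose and 8560 fell. By limma, 0 of the 110544 sites had a higher score and 12 had a lower score after 10 days of withdrawal than in untreated cells at an adjusted p under 0.05. At an unadjusted p under 0.05, 45 sites were higher and 6205 lower. The median log2 change over all sites was -0.58, and 0.08 after each library was centred. With the replicate block limma called 3 sites higher and 258 lower, the 12 sites among them. After centring alone, 0 sites were higher and 0 lower, and at an unadjusted p under 0.05 874 were higher and 739 lower. With a single score floor 0 were higher and 1 lower, and with equal numbers of peaks from each library 0 and 2.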

To better understand the phased implementation of EMT-associated chromatin accessibility, we analyzed common ATAC-seq peaks among TGFβ treatment schemes. As expected, many chromatin accessibility regions in untreated cells are retained throughout the time course (*n* = 38,790) (Figure 3H). However, TGFβ treatment also led to ATAC-seq peaks that either faded after TGFβ withdrawal (*n* = 28,619) or were retained throughout TGFβ withdrawal (*n* = 2397) (Figure 3H).

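Common peaks of untreated cells, 10 days of TGFβ and both withdrawals were joined where centres lay within 300 bp, which gave 105337 sites. All 4 conditions shared 38908 sites, which was 59.7% of the 65123 sites of untreated cells. Of these shared sites, 20.3% were annotated to promoters and 35.9% to intergenic regions. The median of their highest scores was 47.0. The number of shared sites was 51174 from replicate 1 alone and 56316 from replicate 2 alone.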

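Sites found only at 10 days of TGFβ numbered 28654, or 29.4% of the sites of that condition. Another 2398 sites were found at 10 days of TGFβ and at both withdrawals but not in untreated cells. Promoters made up 4.30% of the sites found only at 10 days and 8.42% of the retained sites, and intergenic regions 47.3% and 40.2%. The median of the highest scores was 12.7 and 26.2. A peak was called in 1 of the 2 untreated libraries at 95.1% of the retained sites (95% Wilson interval 94.1 to 95.9%) and at 50.2% of the sites found only at 10 days (49.6 to 50.8%). The intervals cover counting error only. There were 5225 sites limited to 10 days when equal numbers of peaks were taken from each library. From replicate 1 alone 1484 sites were retained, and from replicate 2 alone 5748.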

To derive the functional implications of these chromatin accessibility regions, we performed gene set enrichment analysis (GSEA) for the annotated genes closest to differential ATAC-seq peaks [77]. Among the unique long-term TGFβ peaks, the Molecular Signatures Database (MSigDB) revealed an enrichment of gene sets involved in hallmark EMT (*p* = 5.5 × 10^−11^), TNFα signaling (*p* = 7.0 × 10^−13^), hypoxia (*p* = 2.75 × 10^−6^), and TGFβ signaling (*p* = 0.00017). This enrichment diminishes following TGFβ withdrawal. We were also interested in the overall function of the genes near persistent EMT peaks and MSigDB hits revealed the enrichment of genes involved in EMT (*p* = 1.2 × 10^−6^), apical junction assembly (*p* = 0.0010), and mammary stemness genes (*p* = 1.8 × 10^−10^) (Supplementary Figure S3).

### 3.5. Dynamic Transcription Factor Engagement during EMT and MET

We next tested the hypothesis that TGFβ modulates the enrichment of transcription factor binding sites (TFBS) at accessible regions to enable partial or full EMT. Under the assumption that TF binding can protect a motif from being cleaved by Tn5 transposase, the motif enrichment analysis of ATAC sequences can predict active transcription factors binding at specific EMT/MET timepoints. Using HOMER motif discovery analysis, we limited our analysis to global TFBS, so we segmented the peaks to narrow 50 bp regions and identified the top 20 differentially enriched TFBSs in comparison to untreated conditions [55]. TGFβ increases the enrichment of AP-1 (17.1% in untreated, 18.9% in short-term, and 18.8% in long-term) and SMAD3 (0.72% in untreated, 1.53% in short-term, and 1.04% in long-term) binding motifs and their enrichment resolves to baseline levels during TGFβ withdrawal (Figure 4A). 

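The motif matrices used with HOMER were not used here. The AP-1 consensus TGASTCA, where S is C or G, was searched on both strands in the central 50 bp of each peak in hg19. It was found in 16.0% of the common peaks of untreated cells, 16.9% at 2 days of TGFβ, 16.8% at 4 days and 16.9% at 10 days. At 4 and 10 days of withdrawal it was found in 16.1% and 15.7%. Per library, the share was 15.6 ± 0.547% with TGFβ present and 14.5 ± 0.585% with TGFβ absent (SD, n = 6 each), a difference of 1.12 percentage points (exact permutation test, p = 0.00866). With labels exchanged only within a replicate number, the exact permutation p was 0.00500. Over 16 libraries, with the withdrawals after 4 days of TGFβ included, the difference was 0.769 percentage points, not past the threshold (permutation test, p = 0.0853). In those added withdrawals the share was 15.9 ± 0.668% at 4 days and 14.8 ± 1.60% at 10 days (SD, n = 2 libraries). At equal numbers of peaks from each of the 12 libraries the difference was 1.51 percentage points (exact permutation test, p = 0.00433). In the central 200 bp it was 0.624 percentage points (exact permutation test, p = 0.292). Within replicate numbers, in tests added after the data were seen, the exact permutation p of these was 0.00500 and 0.245. The SMAD3 motif was not analysed here.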

To further confirm the level of SMAD protein binding activity in our time course, we measured the extent of similarity between the pattern of ATAC-seq peaks and curated patterns of genomic occupancy established for DNA-interacting factors using GIGGLE analysis [56]. Limiting our comparisons to genome interval files derived from mammary or breast cancer cells, we observed that similarity scores for SMAD2/3 occupancy patterns diminished over the time course of treatment (Supplementary Figure S4A). Indeed, the SMAD2/3 occupancy patterns yielded the highest similarity scores for 2 days and 4 days of TGFβ treatment, but not for 10 days of TGFβ (Supplementary Figure S4A). Patterns associated with the dimeric AP-1 transcription factor family (FOS, JUN) also yielded high similarity scores for 2 days of TGFβ (Supplementary Figure S4B–E), confirming the HOMER analysis (Figure 4A).

Because of the large range in TFBS enrichment amongst motifs, we also calculated the motif percentage difference from untreated cells (Figure 4B). While the enrichment of most motifs increased following TGFβ treatment, we observed that CTCF (also known as CCCTC binding factor) and BORIS (also known as CTCFL) motif enrichment was diminished during the EMT/MET time course, with the notable exception of long-term TGFβ cells. Indeed, at 2 and 4 days of TGFβ treatment, CTCF and BORIS motif enrichment exhibited the strongest decline for any TFBS motif. 

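The CTCF core consensus CCASYAGRKGGC, in which S is C or G, Y is C or T, R is A or G, and K is G or T, was searched on both strands in the central 50 bp of each peak with at most 1 mismatch. Motifs of BORIS were not analysed here. Per library, the core was found in 4.23 ± 0.588% of peaks with TGFβ present and in 4.55 ± 0.616% with TGFβ absent (SD, n = 6 each). The difference of -0.323 percentage points was within the spread between libraries (exact permutation test, p = 0.364), also with labels exchanged only within a replicate number (exact permutation test, p = 0.325). With equal numbers of peaks from each library, the difference was -0.995 percentage points (exact permutation test, p = 0.0173). In the central 200 bp it was -1.01 percentage points (exact permutation test, p = 0.0411). Within replicate numbers, in tests added after the data were seen, the exact permutation p of these was 0.01 and 0.045. These comparisons pool 10 days of TGFβ with 2 and 4 days, and withdrawn with untreated libraries. They therefore do not test a decline limited to 2 and 4 days of TGFβ.

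**Figure D4:**
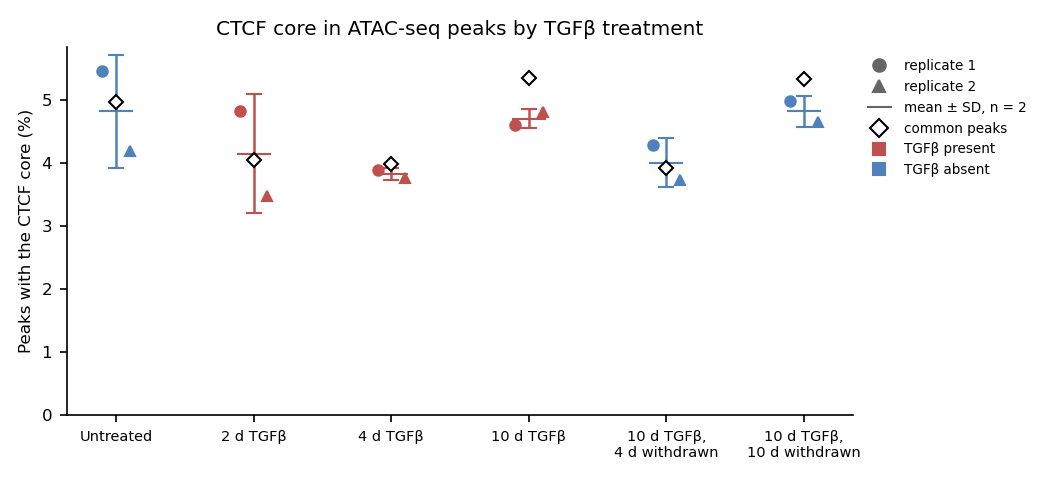
Share of peaks with the CTCF core (%, vertical axis) in the 6 conditions, with a circle for replicate 1, a triangle for replicate 2, a line and bar for their mean and SD, and an open diamond for the common peaks. The untreated libraries lie at 5.46% and 4.19% and the libraries at 4 days of TGFβ at 3.89% and 3.77%.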

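In the common peaks, the CTCF core was found in 4.98% at 0 days, 4.05% at 2 days and 3.99% at 4 days of TGFβ. The difference between 4 and 0 days was -0.985 percentage points. It was -1.57 from replicate 1 alone and -0.422 from replicate 2 alone, and it was negative under each of the alternatives tried. Other motifs than AP-1 and CTCF were not analysed here, so the changes were not ranked among motifs.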

TGFβ withdrawal restores these motifs to near-untreated levels. 

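At 4 days of withdrawal the CTCF core was found in 3.93% of the common peaks, and at 10 days of withdrawal in 5.33%. Per library the shares were 4.01 ± 0.394% and 4.82 ± 0.241% (SD, n = 2 libraries), against 4.82 ± 0.898% in untreated cells.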

Interestingly, the continued treatment of TGFβ leads to an enrichment of CTCF and BORIS binding motifs. This contrast between short- and long-term TGFβ suggests additional chromatin re-organization between partial and near-complete EMT states may be reinforced by long-range chromatin organization proteins, such as CTCF and/or BORIS.

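At 10 days of TGFβ the CTCF core was found in 5.36% of the common peaks, 0.386 percentage points more than in untreated cells. The replicates differed by more than this, and its direction depended on the setting. It was -0.854 percentage points from replicate 1 alone and 0.627 from replicate 2 alone. With peaks called in either replicate it was -0.502, and with equal numbers of peaks from each library it was -1.02. Per library the share at 10 days of TGFβ was 4.71 ± 0.149% (SD, n = 2 libraries). From the contrast between short- and long-term TGFβ, the paper raises the possibility that long-range chromatin organization proteins, CTCF and BORIS among them, reinforce a further re-organization of chromatin between partial and near-complete EMT.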

CTCF and BORIS bind to similar cytosine-rich DNA binding motifs and exhibit some overlapping regulatory functions in relation to establishing topologically associated chromatin domains, regulating genetic imprinting, and modulating gene expression neighborhoods [78,79]. Given the unusual motif enrichment pattern, we next confirmed whether ATAC peaks were considered to be enriched for the CTCF/BORIS motif overlap with validated CTCF binding sites based on available ChIP-seq data in MCF10A cells by Fritz et al., 2017 [61]. We observed a 143-fold enrichment for validated CTCF binding sites in our peaks with the CTCF motif (*p* = 0.001), compared to just a 25-fold enrichment for validated CTCF binding sites in the set of all ATAC peaks (Figure 4C). These data support the notion that the peaks with a predicted CTCF binding site correspond to *bona fide* CTCF-bound sites. 

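The median gap between neighbouring common peaks with the CTCF core was 347 kb in untreated cells, 382 kb at 2 days of TGFβ, 429 kb at 4 days and 240 kb at 10 days. These gaps lie between 3247, 3156, 2645 and 5241 peaks with the core. The median at 10 days was 0.692 times that of untreated cells, and 0.826 and 0.687 times from replicates 1 and 2 alone. With equal numbers of peaks from each library the direction reversed, to a ratio of 1.30.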

The average distance between ATAC peaks with CTCF binding motifs remained stable during the initial phases of TGFβ treatment but dropped significantly at long-term TGFβ treatment, indicating that newly formed ATAC peaks with CTCF binding motifs are not clustering near existing peaks. Upon TGFβ withdrawal, the average distance between ATAC peaks with CTCF binding motifs stabilized back to untreated levels (Figure 4D). 

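The median gap between common peaks with the CTCF core was 517 kb at 4 days of withdrawal, over 1854 such peaks, and 331 kb at 10 days of withdrawal, over 3199.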

As with the increase in general chromatin accessibility (Figure 3C), the change in the distance between accessible regions containing CTCF motifs was consistent with the novel engagement of CTCF bindings sites across the genome, rather than in clusters. Overall, these data reveal that the ATAC peaks containing CTCF motifs align to validated CTCF binding sites and suggest that different CTCF/BORIS motifs may be engaged at various stages of reversible EMT.

Given the loss of CTCF binding sites from accessible chromatin regions during short- but not long-term TGFβ treatment, we determined how CTCF and/or BORIS protein expression was altered over a time course of EMT/MET. Overall, TGFβ treatment suppresses the expression of CTCF protein, whereas TGFβ withdrawal restores expression (Figure 4E). Remarkably, the expression of known CTCF binding partners SMC3 (a member of the cohesin complex) [80] and YY1 (a DNA binding protein that forms enhancer-associated complexes with CTCF) [81] is suppressed during TGFβ treatment in MCF10A cells (Figure 4E), concurrent with CTCF. BORIS, however, exhibited a less dynamic expression pattern (Supplementary Figure S5A). We validated these findings in TGFβ-treated HMLE mammary epithelial cells (Supplementary Figure S5B) and additionally found that mesenchymal breast cancer cell lines MDA-MB-231 and Hs578t cells have a lower CTCF protein expression than epithelial breast cancer cell lines MCF7 and SKBR3 (Figure 4F). Given the dynamic change in CTCF, but not BORIS, we decided to probe the putative involvement of CTCF in reversible EMT and mesenchymal phenotypes.

Considering the TGFβ-driven loss of CTCF motif enrichment in ATAC-seq peaks, we next determined if TGFβ-driven CTCF protein loss affected the nuclear and chromatin localization of CTCF. We isolated specific subcellular fractions following TGFβ treatment and compared the enrichment of CTCF in specific fractions. Diminished CTCF total protein was most evident in the input fraction but was also observed in soluble nuclear and chromatin-bound fractions for TGFβ-treated MCF10A cells (Figure 4G) and in EMT-positive breast cancer cell lines (Supplementary Figure S5B). Although CTCF protein expression is repressed in nuclear fractions, we observe that the CTCF protein is stably expressed with chromatin fractions in long-term TGFβ conditions, which may explain the increase in the CTCF binding motif enrichment in ATAC-seq peaks at that timepoint (Figure 4B). Surprisingly, TGFβ treatment increases the proportion of the smaller ~80 kDa CTCF isoform, CTCF-s, in nuclear fractions (Figure 4G). CTCF-s is known to antagonize the binding of full-length CTCF, thus altering the organization of chromatin looping [80]. This smaller isoform is also evident in breast cancer cell lines and in HMLE cells exposed to TGFβ (Supplementary Figure S5B). These data indicate that the expression, localization, and motif exposure of CTCF and other insulator-associated proteins are altered depending on the EMT/MET state.

We next determined if there were broad functional patterns for genes adjacent to accessible CTCF motifs. Comparing long-term TGFβ treatment and withdrawal, most genes adjacent to CTCF motifs were shared amongst the three conditions (*n* = 4117); however, long-term treatment had more unique genes (*n* = 1518) (Supplementary Figure S6A). 

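Each common peak with the CTCF core was assigned to the nearest gene of the authors' annotation, which gave 4356 genes at 10 days of TGFβ, 1729 at 4 days of withdrawal and 2853 at 10 days of withdrawal. Of these genes, 982 were shared by the 3 conditions and 1971 were found only at 10 days of TGFβ. The width of the window moved the shared number most, to 3304 genes with the core in the central 200 bp, while 2257 genes were then found only at 10 days of TGFβ. With no mismatch allowed in the core, 335 genes were shared and 754 were found only at 10 days of TGFβ. From each replicate alone, 1115 to 1175 genes were shared.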

We performed gene set enrichment analysis (GSEA) for the genes uniquely accessible in long-term TGFβ conditions and found a high enrichment in gene sets regulated by H3K4me3/H3K27me3 chromatin bivalency and neuronal development (Supplementary Figure S6B). Given the enrichment of CTCF motifs in genes related to histone bivalency, we assessed the global levels of relevant histone modifications [82]. Concomitant with CTCF repression patterns, we also observe increases in H3K4me3 and H3K27me3 in TGFβ-treated conditions (Supplementary Figure S6C).

### 3.6. CTCF Knockdown Enhances Epithelial Traits

Given our results that show an enrichment for *bona fide* CTCF binding sites within regions with EMT-altered accessibility, we next investigated the effect of CTCF loss-of-expression on EMT. In order to do so, we generated cell lines with a doxycycline-inducible RFP plus shRNA targeting *CTCF.* Given the suppression of CTCF following TGFβ treatment and in mesenchymal breast cancer cell lines, we expected the knockdown to induce mesenchymal traits. However, CTCF knockdown did not change the cellular morphology in comparison to vehicle-treated cells or the doxy-treated non-targeting control (shCtrl) (Figure 5A). Indeed, to our surprise, analysis of gene expression differences by RNA-seq reveals that CTCF knockdown increases the expression of epithelium-associated genes, *KRT16, KRT17, S100A9,* and *DSP* (Figure 5B). Furthermore, the hallmark EMT gene set was enriched in the set of genes downregulated by CTCF knockdown (FDR < 0.05; Figure 5C). We confirmed these effects, noting an increase in E-cadherin protein (Figure 5D) and *CDH1* mRNA (Figure 5E). Concordant with CTCF’s putative involvement in bivalent H3K27me3/H3K4me3 marked genes (Supplementary Figure S6B), the level of H3K27me3 decreases with CTCF knockdown (Figure 5D). To ascertain whether this change in gene expression had a functional effect, we performed migration assays. Consistent with a heightened epithelial state, cells in which CTCF is reduced trended toward a diminished migratory capacity (Figure 5F).

The results of our loss-of function experiments led us to postulate that the loss of CTCF slows the induction of EMT and may serve as a protector of the epithelial phenotype. To investigate this, we induced CTCF knockdown followed by 2 days of TGFβ treatment and assessed changes in *CDH1* and *CDH2* expression. Cells in which CTCF was knocked down failed to significantly suppress *CDH1* expression in the presence of TGFβ, as did control cells (Figure 5G). Despite this, TGFβ treatment induced a greater increase in *CDH2* expression in the CTCF knockdown cells than in control cells (Figure 5G), Thus, the loss of CTCF expression shields *CDH1* from TGFβ-induced reduction, while enhancing the activating effect on *CDH2*, potentially facilitating entrance into a state of partial EMT.

### 3.7. CTCF Overexpression Induces Mesenchymal Traits

We next determined the implications of CTCF upregulation on EMT. In order to do so, we generated CTCF and GFP over-expressing cells. In concordance with our knockdown data, CTCF overexpressing MCF10A cells appear modestly more spindle-like (Figure 6A). Gene expression analysis by RNA-seq shows an upregulation of *FN1* (Figure 6B) yet fails to link to the hallmark EMT gene set (Figure 6C). Nevertheless, western blot and qPCR analyses reveal the CTCF-induced suppression of E-cadherin and upregulation of vimentin protein expression, as well as an increased level of H3K27me3 (Figure 6D) and induction of *CDH2*, *FN1*, *VIM*, and *ZEB1* at the mRNA level (Figure 6E). Confirming a functional impact, CTCF-overexpressing MCF10A cells showed a greater migratory capacity than control cells (Figure 6F). To determine if increasing the CTCF expression elicits similar changes in a breast cancer cell line, we generated MDA-MB-231 cells overexpressing either GFP or CTCF (Figure 6G). Similar to the effect on MCF10A cells, CTCF increases the expression of N-cadherin and ZEB1 (Figure 6H) and enhances the cells’ migratory capacity (Figure 6I). To determine the extent to which the knockdown or overexpression of CTCF affects genes nearby to CTCF binding motifs within accessible chromatin regions, we re-analyzed the RNA-seq data and calculated the enrichment for differentially expressed genes within this set of genes. As expected, there was a highly significant overlap between differentially expressed genes, either from CTCF overexpression (Supplementary Figure S7A,B) or CTCF knockdown (Supplementary Figure S7C,D) and genes nearby to CTCF binding motifs within accessible chromatin from untreated cells (Supplementary Figure S7A,C) or from cells treated with TGFβ for 10 days (Supplementary Figure S7B,D).

In conclusion, we demonstrate that TGFβ-induced EMT is accompanied by global chromatin relaxation and that TGFβ-withdrawal resolves most but not all alterations in chromatin accessibility. We show that the enrichment of CTCF binding motifs is highly dynamic across EMT/MET. Lastly, we demonstrate that CTCF expression is implicated in epithelial–mesenchymal cell plasticity through the modulation of EMT-related gene expression.

## 4. Discussion

EMT and its reversal, MET, are important for normal physiological processes, such as development and wound healing. Together, these processes are hypothesized to endow cancer cells with metastatic abilities. The transcriptomic determination of the EMT status has linked EMT to poor prognostic characteristics, such as claudin-low breast cancer [43], mesenchymal glioblastoma [83], rapamycin resistance in breast cancer [84], radio resistance in prostate cancer [85], and immune system suppression [86]. Additionally, cells undergoing EMT progress into and through partial states that can assume various morphologies, gene expression, and E-cadherin profiles, and exhibit greater pathogenic properties [68,87]. An examination of solid tumor models has shown that cells within an intermediate-mesenchymal state are more spheroidogenic and resistant to anoikis [40]. Further, cells that express both KRT14 and vimentin disproportionately contribute to metastasis [36]. Despite this importance, the factors that mediate partial- and full-EMT states are not well-characterized. In this study, we have characterized the chromatin accessibly alterations and gene expression output that occur during distinct states of reversible TGFβ-induced EMT.

Herein, we show EMT and MET progress through stage-wise gene expression changes. Many gene expression alterations occur within 48 h of TGFβ treatment. TGFβ treatment rapidly induces Slug (*SNAI2*) mRNA and protein overexpression, which decreases following additional TGFβ treatment and withdrawal (Figure 2D,E). These results suggest that Slug is involved in early EMT induction. *ZEB1* mRNA and protein increase after extended TGFβ treatment, and the *ZEB1*-3′ UTR is quickly suppressed following TGFβ withdrawal (Supplementary Figure S1). These data are dissimilar to those recently reported by Jia et al., who found that the ZEB1 3′UTR reporter remains expressed despite prolonged TGFβ exposure and withdrawal [88]. However, our results corroborate the findings by Ye et al., who report that partial-EMT states are coordinated by Slug, whereas ZEB1 and SNAI1 promote a complete mesenchymal phenotype [89], and data from Addison et al., who show that Slug and ZEB1 EMT-TFs both contribute to E-cadherin suppression but fail to up-regulate the expression of each other [90]. Our data reveal distinctions between short- and long-term TGFβ treatments through the sequential activation of EMT-TFs.

We also characterized EMT/MET states in terms of surface-localized protein markers. To our surprise, we discovered that E-cadherin is lost from the membrane within 2 days of TGFβ treatment, despite robust total E-cadherin and *CDH1* expression. Further TGFβ treatment (4 and 10 days) yields a further suppression of surface E-cadherin. Interestingly, TGFβ withdrawal following long-term treatment stimulates a return of surface E-cadherin^hi^ populations (Figure 1D) despite suppressed *CDH1* and total E-cadherin expression (Figure 2D,E). Such a recovery of surface E-cadherin suggests the presence of a cytoplasmic store capable of returning to the membrane without transcriptional upregulation. This finding is in concert with studies on E-cadherin recycling [91], including reports of the interaction between E-cadherin and late recycling endosome vesicles via Rab5 and Rab11 [73] and recent studies in MCF10A cells demonstrating that extended TGFβ treatment is necessary to induce the loss of membrane-localized E-cadherin [68]. Importantly, we show that TGFβ withdrawal generates a hybrid E-cadherin^hi^/CD44^hi^/CD24^lo^ population, which, given the controversial role of membrane-bound E-cadherin in metastasis [92], may have functional implications in breast cancer progression.

Through an interrogation of Tn5-accessible chromatin, we identify that TGFβ treatment leads to wide-spread alterations in chromatin accessibility. 

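Between the common peaks of untreated cells and of 2 days of TGFβ, 55345 sites were shared, 22518 were found only at 2 days and 9848 only in untreated cells. From replicate 1 alone 50383 sites were gained and 11874 lost, and from replicate 2 alone 25079 were gained and 13578 lost. At equal numbers of peaks from each library, 9674 sites were gained and 10953 lost.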

Extensive chromatin alterations occur within 2 days of TGFβ treatment—revealing 22,354 more ATAC peaks and sheltering 9678 peaks. Motif enrichment analyses reveal that TGFβ increases the enrichment for AP-1 and SMAD family binding motifs, transcription factors which have been reported to regulate EMT within accessible regions [35,36,65,93,94]. Withdrawal from TGFβ induces global chromatin constriction, lowering motif enrichment and nearly resolving chromatin to the untreated state. These results demonstrate that chromatin is highly responsive to TGFβ treatment.

Whereas most transcription factor motifs either uniformly increase or decrease following TGFβ treatment, the enrichment of CTCF and BORIS binding elements declines during intermediate states. This suggests a period of chromatin re-shuffling, preparing chromatin for configurations that would promote plasticity through phenotypic states. Notably, Pastushenko et al. also identified CTCF as a factor that is important to EMT states [36]. In their investigation, they isolated populations of epithelial (Epcam^+^), intermediate (CD51^−^/CD61^−^), and mesenchymal (CD106^+^/CD51^+^/CD61^+^) squamous cell carcinoma cells and subjected them to ATAC-seq [36]. Motif enrichment analyses reveal that CTCF motifs were highly enriched in cells exhibiting epithelial or mesenchymal features, but not intermediate states.

In our study, we demonstrate that CTCF, a master chromatin organizer, is dynamically expressed in reversible EMT. EMT-inducing signals reduce CTCF expression, whereas MET restores CTCF expression. 

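Among the sites whose nearest gene is *CDH1*, *CDH2*, *SNAI2* or *ZEB1*, 1 site of *CDH1* and 1 of *SNAI2* held the CTCF core in the central 50 bp, and 0 sites of *CDH2* or *ZEB1* did. The *CDH1* site is intergenic, on chromosome 16 of hg19 from 68738340 to 68738511. Its score was 12.8 ± 18.1 in untreated cells, 9.15 ± 12.9 at 2 days and 0 at 4 days of TGFβ, and 21.2 ± 5.87 at 10 days (SD, n = 2 libraries). At 4 and at 10 days of withdrawal it was 6.35 ± 8.98. The *SNAI2* site is intergenic, on chromosome 8 from 49891624 to 49891780, with a score of 7.70 ± 10.9 in untreated cells, 4.395 ± 6.22, 2.56 ± 3.61 and 9.01 ± 1.41 at 2, 4 and 10 days of TGFβ, and 0 and 3.58 ± 5.06 at 4 and 10 days of withdrawal. Both sites were called in 6 of the 12 libraries. Between TGFβ present and absent the log2 score differed by 0.15 at the *CDH1* site (exact permutation test, p = 0.827) and by 0.91 at the *SNAI2* site (exact permutation test, p = 0.470), with overlapping libraries at both. The adjusted p over the 2 sites was 0.827 for each, and 0.8 with labels exchanged only within a replicate number, a test added after the data were seen.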

We also identified that EMT-related genes (*CDH1*, *CDH2*, *SNAI2,* and *ZEB1*) contain nearby CTCF binding sites—many of which demonstrate dynamic peak profiles during the course of reversible EMT. Recently, multiple studies have implicated CTCF binding key features of cancer biology, including apoptosis. For example, Kaiser et al. probe transcription factor binding sites across 11 tumor types and identify that CTCF binding sites carried high mutational loads [95]. They posit that the mutations alter chromatin landscapes, replication timing, and DNA fidelity within tumors. Further, DNA methylation is well-characterized to affect CTCF binding, as methylation at CTCF motifs can drive the overexpression of oncogenes such as *PDGFRA* [96]. Studies focusing on CTCF protein structure and DNA binding kinetics have identified an alternatively spliced isoform, CTCF-s, which lacks the zinc finger domains that associate with cohesin complex proteins [80]. CTCF-s competes with canonical CTCF for binding sites, consequently imposing variations in chromatin looping and gene neighborhoods [80]. Indeed, we observe a consistent loss of the CTCF-s isoform in cells with mesenchymal features (Figure 4E–G and Supplementary Figure S5B,C).

Through our investigation of the functional consequences of CTCF gain- and loss-of-function on EMT, we demonstrate that CTCF knockdown enhances the epithelial phenotype and suppresses mesenchymal markers. These findings are concordant with Zhao et al., who found that CTCF knockdown suppresses invasion and migration, proliferation, and ovarian cancer metastasis [97]. Unexpectedly, we found that CTCF suppression also decreases H3K27me3, a histone modification tightly linked to EMT-induced gene bivalency [46]. Conversely, the constitutive overexpression of CTCF induces a more mesenchymal phenotype, including the upregulation of mesenchymal markers and increased migratory speed, as well as increased global levels of H3K27me3. Given the findings of Zhang et al., who determined that CTCF overexpression is linked to poor prognoses in patients with hepatocellular carcinoma [98], these findings could have considerable relevance to breast cancer. Though beyond the scope of this study, it would be noteworthy to observe how TGFβ-induced CTCF suppression affects 3D chromatin structure and topological domains.

## 5. Conclusions

In conclusion, our study demonstrates that mammary epithelial cells proceed through EMT and MET via progressive and partially reversible chromatin accessibility alterations. We reveal that EMT is marked by global chromatin loosening and that MET is marked by chromatin constriction. We show that a subset of differentially accessible ATAC peaks are enriched for CTCF binding motifs and we demonstrate that CTCF overexpression can promote an EMT-like state in mammary epithelial cells. Collectively, our findings indicate that the activation of EMT and MET dramatically reconfigures chromatin organization, and that CTCF is a key modulator of epithelial–mesenchymal plasticity through the modulation of epithelial and mesenchymal gene expression.

## Figures and Tables

**Figure 1:**
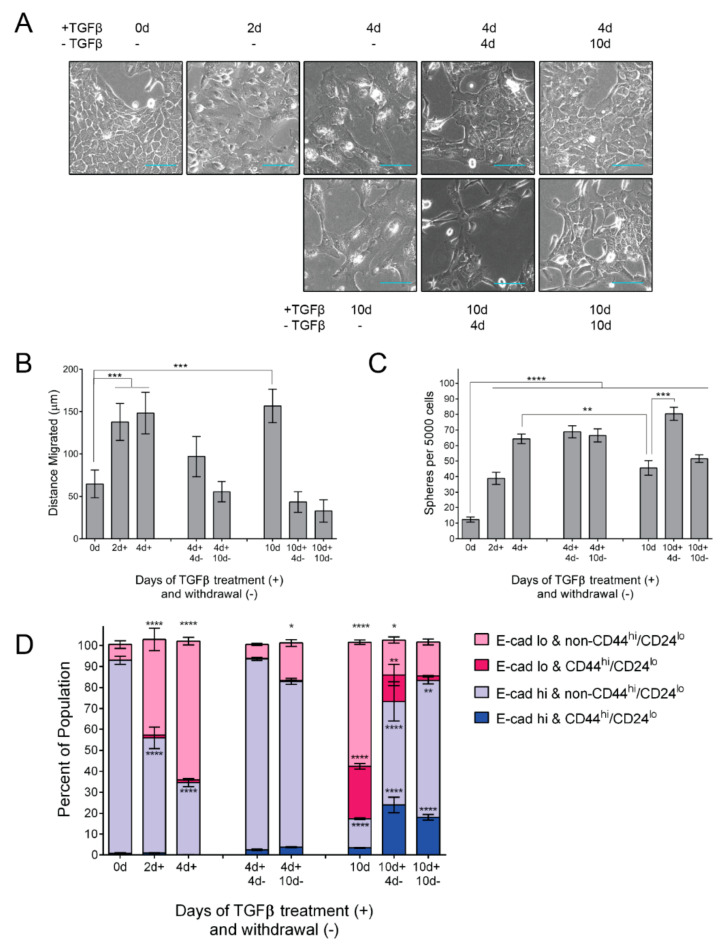
TGFβ treatment and withdrawal elicits phased cell biological changes indicative of EMT-MET. (**A**) Brightfield photomicrographs of MCF10A cells at indicated durations; TGFβ used at 5 ng/mL; scale bars = 100 µm. (**B**) Migration capacity was determined using a scratch-wound healing assay. MCF10A cells were treated as indicated prior to re-plating, at confluency, in media lacking TGFβ. The change in average gap length after 10 hours is reported. Error bars indicate s.e.m. (*n* = 6). Statistical significance was tested using a one-way ANOVA followed by comparison of each mean to untreated cells using a Dunnet correction for multiple hypothesis testing. (**C**) Mammosphere formation capacity of cells treated as indicated. Following the conclusion of the indicated treatments, TGFβ-treated and -withdrawn cells were subjected to mammosphere-promoting conditions for 10 days, with no exogenous TGFβ, and mammospheres ≥ 50 µm were counted. Error bars indicate s.d. (*n* = 6). Statistical significance was tested using a one-way ANOVA followed by comparison of each mean to untreated cells using a Dunnet correction for multiple hypothesis testing. (**D**) FACS profiling of CD44, CD24, and surface E-cadherin in MCF10A cells treated as indicated. Cells were categorized as either E-cadherin-high (blue) or -low (pink) and either CD44^hi^/CD24^lo^ (lighter shading) or non-CD44^hi^/CD24^lo^ (darker shading). Error bars indicate s.d. (*n* = 3). Statistical significance was tested using a one-way ANOVA followed by comparison of each mean to untreated cells using a Dunnet correction for multiple hypothesis testing. * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001, **** *p* ≤ 0.0001.

**Figure 2:**
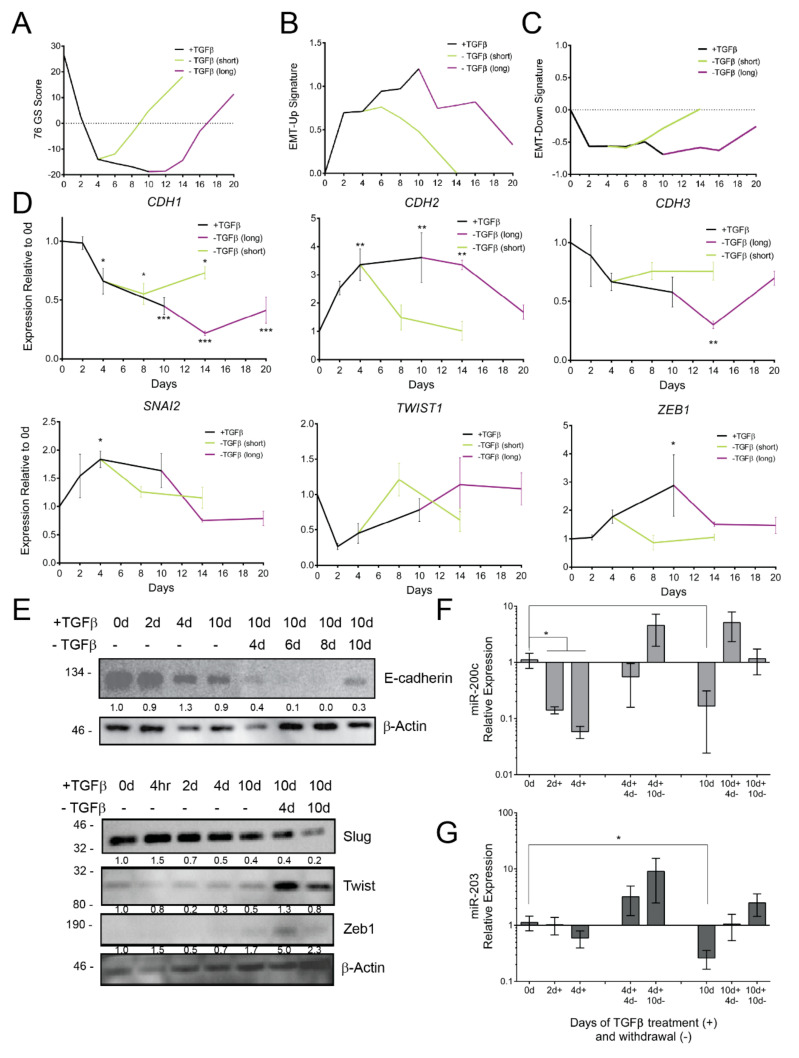
Gene expression dynamics during TGFβ treatment and withdrawal. RNA-seq data were analyzed with regard to expression of a (**A**) 76-gene epithelial metric [51], (**B**) core EMT-Up and (**C**) core EMT-Down gene signatures [43]. (**D**) mRNA expression of select epithelial and mesenchymal genes was determined using qPCR, normalized to untreated cells and *ACTB*, and is represented as mean and s.d. (*n* = 3). Statistical significance was tested using a one-way ANOVA followed by comparison of each mean to untreated cells using a Dunnet correction for multiple hypothesis testing. (**E**) Western blot for epithelial (top) and EMT-TFs (bottom) in MCF10A cells treated with TGFβ for the indicated durations. Expression of (**F**) miR-200c and (**G**) miR-203 was normalized to sno-U6 and is represented as mean and s.d. Statistical significance was tested using a one-way ANOVA followed by comparison of each mean to untreated cells using a Dunnet correction for multiple hypothesis testing (*n* = 4). * *p* ≤ 0.05, ** *p* ≤ 0.01, *** *p* ≤ 0.001.

**Figure 3:**
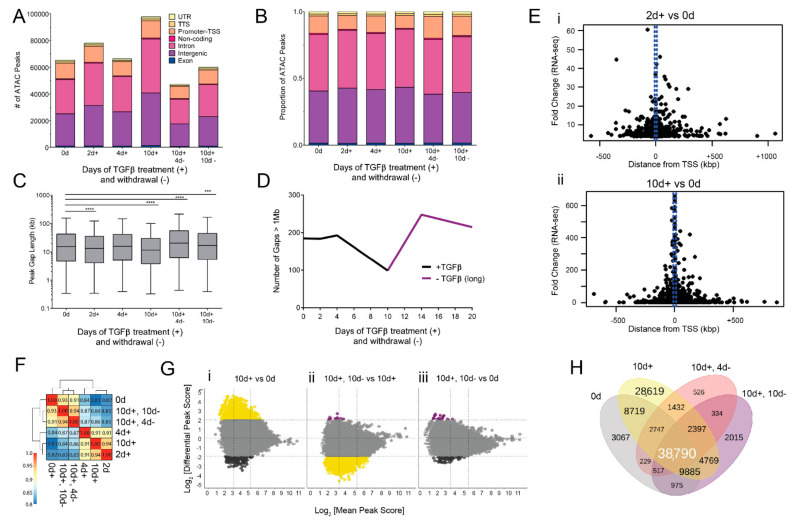
Dynamics of EMT- and MET-associated chromatin accessibility. (**A**) Number and (**B**) proportion of ATAC-seq peaks according to function of the genomic region and duration of TGFβ treatment and withdrawal. (**C**) Gap length distribution between ATAC peaks. Center line represents mean, box edges represent 25th and 75th percentiles, and whisker ends represent 5th and 95th percentiles. Data were analyzed using two-way ANOVA using Tukey’s multiple comparison test vs. 0 d. *** *p* ≤ 0.001, **** *p* ≤ 0.0001. (**D**) Number of gaps between peaks that exceed 1 Mb, excluding centrosome sequence. (**E**) Scatter plot showing fold-change in gene expression (RNA-seq) vs. distance from TSS for specific genes showing differential peak intensity for (i) 2 d + TGFβ vs. 0 d and (ii) 10 d + TGFβ vs. 0 d timepoints. Each dot represents a peak with at least four-fold more accessibility. (**F**) Pearson’s correlation analysis on quantile-normalized log-transformed ATAC peaks. (**G**) Differential accessibility (log_2_fold change in reads per 300-bp region) among indicated conditions. Colored dots represent peaks with at least four-fold more accessibility at the indicated conditions. Black = 0 d, yellow = 10 d + TGFβ, and purple = 10 d + TGFβ, 10 d-TGFβ. (**H**) Venn diagram representing the overlap between ATAC-seq peaks common among untreated and TGFβ-treated conditions.

**Figure 4:**
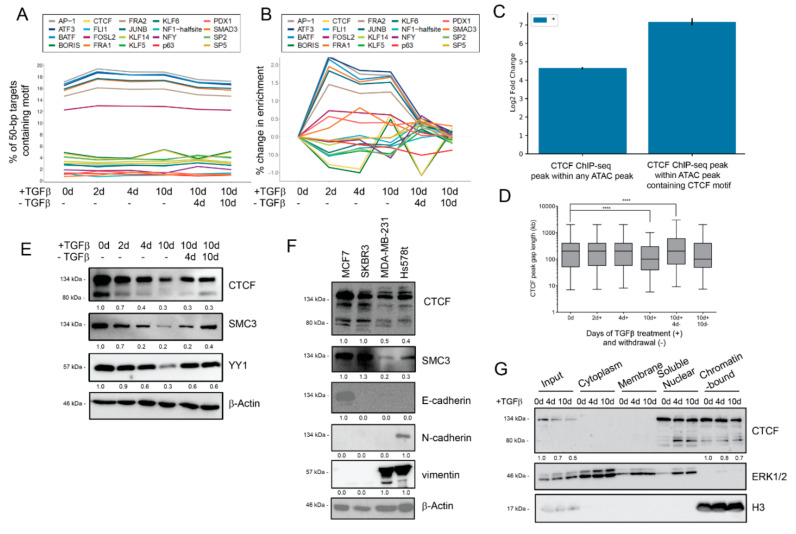
EMT-driven TFBS accessibility and CTCF expression dynamics. (**A**) Motif enrichment by percentage of 50-bp targets containing motif of the top 20 differentially enriched motifs. (**B**) Motif enrichment percentage change, compared to 0 d, of top 20 differentially enriched motifs. (**C**) The overlap between ATAC-seq peaks (in total, or with CTCF motifs) and CTCF ChIP-seq peaks from Fritz et al. [61] was compared to a random distribution model. The observed amount of base pair overlap between the all ATAC-seq peaks and ChIP-seq peaks is 2,758,444 bp, whereas the expected amount of overlap based on our null distribution is 110,000.50 bp (s.d. = 4894.19 bp). For the ATAC peaks with a CTCF binding motif, the enrichment is greater (f.c. = 143, *p* = 0.001). We observe 1,728,041 bp, but expect 12,083.21 bp with a randomly distributed set of genomic regions (s.d. = 1607.12 bp) One thousand permutations were used to generate a *p*-value, which was corrected using Bonferroni method. * *p* ≤ 0.05. (**D**) Gap length distribution (in bp) between ATAC peaks containing CTCF motifs (left). Center line represents mean, box edges represent 25th and 75th percentiles, and whisker ends represent 5th and 95th percentiles. Data were analyzed using two-way ANOVA using Tukey’s multiple comparison test, statistical comparisons shown in table to the right of graph, **** *p* ≤ 0.0001. (**E**) Western blot for CTCF binding partners SMC3 and YY1 during long-term TGFβ treatment and withdrawal model. (**F**) Western blot for CTCF and BORIS protein expression in indicated breast cancer cell lines. (**G**) Western blot for CTCF expression in specific subcellular fractions in MCF10A cells treated with 4 or 10 days TGFβ in comparison to untreated control. H3 used as reference for quantification.

**Figure 5:**
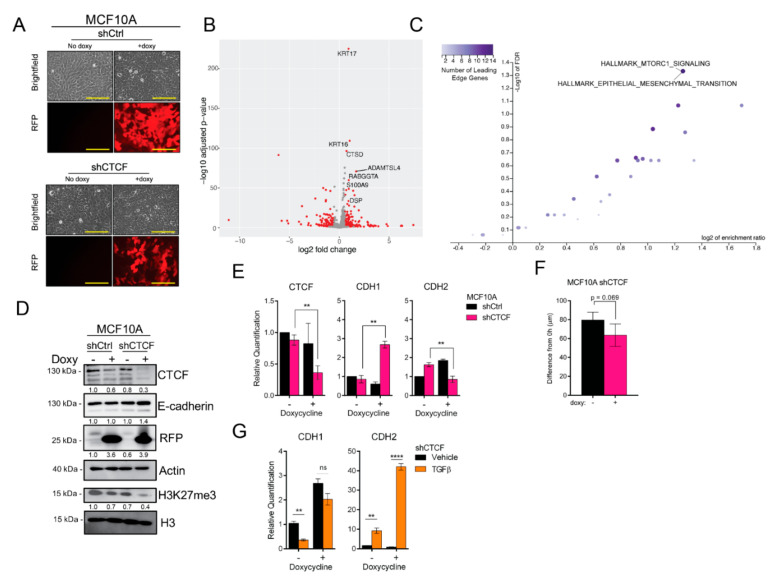
CTCF suppression enhances epithelial traits. (**A**) Representative images of TRIPZ-non-targeting control (shCtrl) and TRIPZ-shRNA against *CTCF* (shCTCF) MCF10A cells with and without 2 days 3.0 µg/mL doxycycline (doxy) treatment. Scale bars = 200 µm. (**B**) Volcano plot indicating transcripts with statistically (FDR < 0.05) and biologically significant fold change (FC > 1.5). (**C**) Gene set enrichment analysis of genes downregulated by CTCF knockdown with hallmark data sets (MSigDB; FDR < 0.05). (**D**) Western blot for indicated proteins in shCtrl- and shCTCF-expressing cells. (**E**) Gene expression measured by qPCR (normalized to *ACTB*) for indicated genes in shCtrl and shCTCF MCF10A cell lines with and without doxycycline (*n* = 3). Statistical significance was tested using a two-tailed Student’s *t*-test. (**F**) Scratch assay for shCTCF-cells with and without doxycycline, showing change in average gap length after 10 h. Error bars indicate s.e.m., (*n* = 4). (**G**) Gene expression measured by qPCR (normalized to *ACTB*) for shCTCF-expressing cells with or without 2d TGFβ treatment (*n* = 3). Statistical significance was tested using a two-tailed Student’s *t*-test. ** *p* ≤ 0.01, **** *p* ≤ 0.0001.

**Figure 6:**
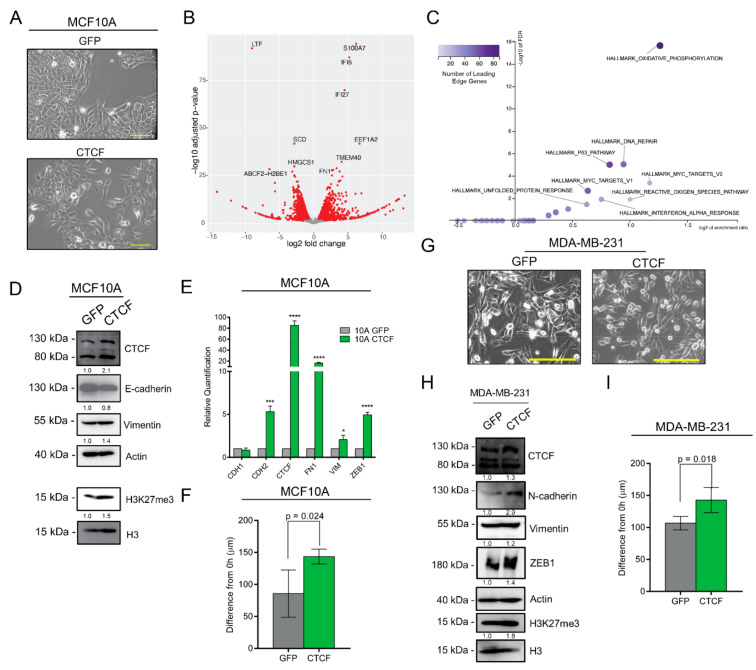
CTCF overexpression enhances mesenchymal gene expression. (**A**) Representative images of pHAGE-GFP (GFP) and pHAGE-CTCF-expressing MCF10A cells. Scale bars = 100 µm. (**B**) Volcano plot indicating transcripts with statistically (FDR < 0.05) and biologically significant fold change (FC > 1.5). (**C**) Gene set enrichment analysis of genes upregulated by CTCF knockdown with hallmark data sets (MSigDB; FDR < 0.05). (**D**) Western blots for indicated proteins in GFP and CTCF-expressing MCF10A cells. (**E**) Gene expression measured by qPCR (normalized to *ACTB*) for indicated genes in GFP and CTCF-expressing cells (*n* = 3). Statistical significance was tested using a two-tailed Student’s *t*-test. * *p* ≤ 0.05, *** *p* ≤ 0.001, **** *p* ≤ 0.0001 (**F**) Scratch assay for GFP- and CTCF-expressing cells. The change in average gap length after 22 h is reported. Error bars indicate s.e.m., (*n* = 4). (**G**) Representative images of pHAGE-GFP (GFP) and pHAGE-CTCF-expressing MDA-MB-231 cells. Scale bars = 200 µm. (**H**) Western blots for indicated proteins in GFP and CTCF-expressing MDA-MB-231 cells. (**I**) Scratch assay for GFP- and CTCF-expressing cells. The change in average gap length after 6 h is reported. Error bars indicate s.e.m., (*n* = 4).

## Data Availability

The ATAC and RNA sequencing data generated in this work have been deposited in NCBI’s Gene Expression Omnibus and are accessible though GEO series accession number GSE145851. ATAC-seq files are also accessible through the UCSC genome browser [https://genome.ucsc.edu/s/kelsey_johnson1/Reversible%20EMT%20ATAC%2Dseq%20peaks].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cancers14010209/s1, Figure S1: TGFβ treatment suppresses CDH1 promoter reporter activity and increases ZEB1 3′UTR reporter activity. Figure S2: Dynamics of TGFβ-induced and TGFβ-withdrawn chromatin accessibility. Figure S3: EMT, mammary basal cell, and stemness gene sets are enriched in TGFβ-induced and persistent peaks. Figure S4: GIGGLE similarity scores of probable chromatin accessibility regulators at various stages of the EMT-MET spectrum in breast-specific cell lines. Figure S5: EMT suppresses total CTCF protein levels. Figure S6: Genes near accessible CTCF motifs are enriched for bivalent, neuronal, and signal transduction genes. Figure S7: Change in gene expression upon CTCF manipulation in MCF10A cells overlap with genes nearby to accessible chromatin with CTCF motifs.

How the deposited data were processed for this re-analysis (not part of the article)

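Chromatin accessibility was measured by ATAC-seq in 19 libraries. Of these, 16 came from MCF10A cells in 8 conditions with 2 replicates each: untreated, 2, 4 or 10 days of TGFβ at 5 ng/mL, and 4 or 10 days of withdrawal after 4 or 10 days of TGFβ. A single library came from cells withdrawn for 24 days after 10 days of TGFβ, and HMLER and HMLER-Snail cells gave 1 library each. The 12 libraries of the 6 conditions in Figure 3 were the main data set. The 4 libraries withdrawn after 4 days of TGFβ entered an alternative over all 16 replicated libraries and a comparison at the *EPCAM* promoter. The 3 unreplicated libraries are reported only in the additional observations.

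The authors used 1 read of each pair, removed adapters, cropped reads to 30 bp, aligned them to hg19, removed mitochondrial, unmapped, random-contig and Y-chromosome reads, and called peaks in each library with HOMER's DNase style. The deposited values are the signal HOMER calls a peak score, which the authors' peak caller scaled to a fixed number of reads per library, together with the position, annotation and nearest gene of each peak. The text of the paper does not name the number of reads the scores were scaled to. A score is listed only where a peak was called, so a missing value is a site under the caller's threshold and not a measured 0. No counts of reads were available, so no test for counts was used, and the depth of each library is unknown. The lowest score of the 12 libraries ranged from 3.06 to 6.51. The step between neighbouring low scores, taken as the mean of the first 5 steps, served as an inverse indicator of depth, an assumption that was not tested. Shares of peaks carry a 95% Wilson interval where a single library or a single set of sites is reported, and these intervals cover counting error only.

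The peak files were read with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and numba 0.67.0. Common peaks were groups of peaks, chained by centres no more than 300 bp apart, that held both replicates of a condition. Sites were formed the same way over all 12 libraries and kept where they were common peaks in at least 1 condition, which gave 110544 sites. Of these, 36463 (33.0%) had a called peak in all 12 libraries. Gaps ran from the end of a peak to the start of the next on 1 of 23 chromosomes. Gaps over 1 Mb that overlapped the longest run of unknown bases of a chromosome were left out. Correlations and differential scores used log2 scores with a pseudocount of 1, averaged over replicates, with 0 where no peak was called. Correlations were made after quantile normalization across conditions. The step of the paper that combined the replicates' reads into a single set per condition cannot be repeated from scores. Motifs were searched in the hg19 sequence with pysam 0.24.0 in the central 50 bp of each peak: TGASTCA with 0 mismatches for AP-1, and CCASYAGRKGGC with at most 1 mismatch for CTCF. These consensus sequences stand in for HOMER's motif matrices, which were not used here. Figures were drawn with matplotlib 3.10.9.

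Values per library were compared between TGFβ present and absent at harvest, 6 libraries against 6, with an exact two-sided permutation test over 924 splits. The units were libraries, so that the 2 libraries of a condition counted as independent. The replicate numbers in the sample labels gave the pairing of libraries, and the tests in the main setting were repeated with labels exchanged only within a replicate number (400 splits). Of the alternatives, those with a score floor (number of peaks), equal numbers of peaks (shares, gaps and motifs) and motif windows of 200 bp, and the fit with the score step, were also repeated in this way, a choice made after the data were seen. Scores at sites were compared with limma 3.58.1 in R 4.3.3, with a mean for each of the 6 conditions, a trend in the prior variance, and Benjamini-Hochberg adjustment at 0.05. A library without a called peak was set to its own lowest score, which differs between libraries. The named genes were those whose accessibility the paper describes, *CDH1*, *CDH3*, *EPCAM*, *CDH2*, *VIM*, *FN1*, *ZEB1*, *SNAI1* and *SNAI2*. The named sites were the 3 largest increases and 3 largest decreases at 10 days of TGFβ past the threshold and in the same direction in both replicates. There were no increases past the threshold. A gene's promoter peak was the highest within 1 kb of its transcription start site, and p values were adjusted over the 9 genes.

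The methods were tested on simulated data. Joining of peaks, gaps, motif windows, motif search and quantile normalization returned the known answer in 100% of runs. The exact permutation test called 4.97% of 10000 simulated sets of 12 libraries without a difference, 4.58% with the replicate block, and 99.7% of sets with a shift of 3 standard deviations. In the limma fit, with the spread of the data, 0.500% of 200 sites with a simulated 4-fold change were recovered, 30.5% with an 8-fold change and 62.5% with a 32-fold change. False calls, at sites without a simulated change, numbered 0, 5 and 13. With noise at 0.250 of that of the data, 100% of the 200 sites were recovered at each size, with 19, 20 and 13 false calls. The changed sites were drawn from those with a mean score above the median. In these simulations of limma and of the permutation test, libraries varied independently. Deviations shared by a condition or replicate number were therefore not covered, and the limma fit with the replicate block was not simulated.

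The alternatives tried were a merge distance of 100 bp, overlap by at least 1 bp, peaks called in either replicate, each replicate alone, a single score floor of 6.51, the 64598 highest peaks of each library, scores at least 2 times the library's lowest, the replicate block, all 16 libraries, and, where they apply, other scalings, pseudocounts, sets of sites, motif windows of 200 bp, mismatches and promoter distances of 10 kb. RNA-seq, GSEA, GIGGLE, ChIP-seq overlaps and the SMAD3 and BORIS motifs were not analysed here.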

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

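The test of depth on the change in peak number at withdrawal was chosen only after the result was seen.

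A single library lay far from the other 5 of its group in 3 of 63 groups of 6 libraries, and 3.15 groups are expected by chance alone. The log2 promoter peak score of *SNAI1* was 0 in replicate 2 at 2 days of TGFβ, where the nearest library with TGFβ present had 2.82. The log2 promoter peak score of *CDH3* was 0 in replicate 1 at 4 days of withdrawal, where the nearest library with TGFβ absent had 3.37. In both, 0 stands for a promoter without a called peak and not for a measured score. *VIM* had 2 peaks in replicate 2 at 4 days of withdrawal and 1 in the other libraries with TGFβ absent. No biological explanation was tested for these libraries.

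Peak numbers changed in opposite directions at 10 days of withdrawal after short and after long treatment, a difference between the exposures that was not tested. After 4 days of TGFβ it rose by 29899 peaks in replicate 1 and 3809 in replicate 2, and after 10 days it changed by -83811 and -22033. The score step is smaller in deeper libraries if it is the weight of a single read, which was not tested. The step changed opposite to the number of peaks in 4 of the 4 pairs of libraries. After 4 days of TGFβ it fell from 0.658 to 0.368 in replicate 1 and from 0.466 to 0.444 in replicate 2. After 10 days it rose from 0.528 to 0.552 and from 0.472 to 0.624. The sizes of the changes did not go together, as in replicate 1 after 10 days of TGFβ, which went from 159886 to 76075 peaks. Across the 12 libraries of Figure 3 the log2 step and the log2 number of peaks had Pearson's r = -0.333 (permutation test, p = 0.286). The test of depth is therefore undecided, and an effect of the length of exposure cannot be told apart from a difference in depth.

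The library withdrawn from TGFβ for 24 days, on which the paper does not report, had a called peak at 53.5% of the 2398 sites found at 10 days of TGFβ and both withdrawals but not in untreated cells (95% Wilson interval 51.5 to 55.5%). It had a called peak at 17.0% of the sites found only at 10 days (16.6 to 17.5%). That stronger sites are called more readily was tested by matching on the score at 10 days, and 25.3% of the matched sites found only at 10 days were called, so the score does not account for the whole difference. The calling threshold in untreated cells was tested as well. A peak was called in 1 of the 2 untreated libraries at 95.1% of the retained sites and at 59.2% of the matched sites found only at 10 days. The retained sites may therefore be sites that were accessible in untreated cells near the threshold rather than sites retained from the treatment. With 1 library at 24 days, no comparison between replicates was possible.

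In HMLER-Snail cells, on which the paper reports no ATAC-seq result, 6.34% of peaks held the CTCF core (95% Wilson interval 6.20 to 6.49%), against 4.72% in HMLER cells (4.62 to 4.82%) and 4.82 ± 0.898% in untreated MCF10A cells (SD, n = 2 libraries). These libraries had 109740 and 167487 peaks. At the same number of peaks the share in HMLER was 4.39% (4.28 to 4.52%), so the number of peaks did not remove the difference. With 1 library per line, the difference cannot be told apart from a difference between any 2 libraries, and the intervals cover counting error only. Neither the sample labels nor the paper state whether the HMLER and HMLER-Snail cells received TGFβ.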

How the results depend on the processing

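The choices behind the values at each claim, and the alternatives below, were set before the data were examined, except the combinations of the replicate block with other settings, here and in the other parts, the *EPCAM* comparison of exposures and the omission of the largest gap of each chromosome, which were chosen after seeing the data. Of 63 results, 38 answer a comparison and 25 concern a named gene or site, and 451 values were computed under alternatives that kept both replicates. For the comparisons, 182 of these values stayed on the same side, 7 became weaker, 3 stronger, 5 reversed and 120 moved by more than the spread between replicates or by more than 1.5 times. For the named genes and sites 103 stayed on the same side, 17 became weaker, 0 stronger and 14 reversed. Where no cause is given below, the cause was not tested.

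Of the comparisons between TGFβ present and absent past the threshold, the number of peaks per library (ratio from 1.30 to 1.48, equal numbers of peaks not included) and the intergenic share per library (difference from 1.52 to 3.09 percentage points) stayed past it in the same direction under the alternatives run singly that kept both replicates. With the score floor and the replicate block together the number of peaks did not (ratio of 1.30, exact permutation test, p = 0.0650). The CTCF core share at 4 days of TGFβ stayed lower than in untreated cells under each alternative, leaving out replicates included (from -1.57 to -0.401 percentage points).

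Taking equal numbers of peaks from each library fixes the number of peaks per library and so shows no stability of it, and it brought the common-peak ratios to 1.01 (10 days of TGFβ over untreated) and 0.940 (4 days of withdrawal over 10 days of TGFβ). The median gap reversed, to a ratio of 1.06 in common peaks and of 1.05 per library (exact permutation test, p = 0.314, and 0.0300 with the replicate block). The promoter share at 10 days differed by -1.33 percentage points and per library by -1.002 (exact permutation test, p = 0.392, and 0.0100 with the replicate block), and the intergenic share at 10 days by 1.26. The ratio of gaps over 1 Mb was 0.8996, and per library 0.881 (exact permutation test, p = 0.221, and 0.0300 with the replicate block). The correlations with untreated cells were 0.545 (10 days of TGFβ), 0.557 (2 days) and 0.706 (10 days of withdrawal). There were 5225 sites only at 10 days and 9674 gained at 2 days. The CTCF core share at 10 days reversed, to -1.02 percentage points, as did the gap between peaks with the core, to a ratio of 1.30. The difference per library of -0.995 in the core share passed the threshold (exact permutation test, p = 0.0173, and 0.01 with the replicate block). Genes nearest the core numbered 622 shared and 348 only at 10 days, so that more were shared. Promoter scores reversed at *CDH3* (-0.53) and *CDH2* (-0.52), and numbers of peaks at *FN1* (-0.167) and *SNAI1* (-1). Of the 9 named genes, 0 passed for the number of peaks. limma called 1 site lower at 10 days, 2 at 2 days and 2 at 10 days of withdrawal.

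With a single score floor for all libraries, the common-peak ratio was 1.25, the promoter and intergenic shares at 10 days differed by -2.63 and 2.19 percentage points, and the ratios were 0.842 for the median gap, 0.776 for gaps over 1 Mb and 0.850 for the gap between peaks with the CTCF core. The median gap per library was no longer past the threshold, at 0.834 (exact permutation test, p = 0.106). Correlations of untreated cells were 0.659 (10 days) and 0.663 (2 days), and 17898 sites were only at 10 days. The promoter score of *CDH1* reversed (-0.27), 0 named genes passed for the number of peaks, and limma called 1, 2 and 1 sites lower at 10 days, 2 days and withdrawal.

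With scores at least 2 times the lowest, the common-peak ratio was 1.65, the promoter and intergenic shares at 10 days differed by -6.10 and 4.21 percentage points, and the median gap ratio was 0.702. Per library the median gap ratio of 0.786 was no longer past the threshold (exact permutation test, p = 0.0801), and the ratio of gaps over 1 Mb, 0.626, passed it (exact permutation test, p = 0.0455). The number of peaks of *EPCAM* reversed (0.5) and 0 named genes passed. limma called 2 higher and 14 lower sites at 10 days, 1 and 2 at 2 days, and 1 and 3 at withdrawal.

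With a merge distance of 100 bp, the promoter and intergenic shares at 10 days differed by -4.11 and 3.30 percentage points, and correlations with untreated cells were 0.655 (10 days), 0.670 (2 days) and 0.791 (withdrawal). At strong peaks 8 sites rose at 10 days and 13 changed between untreated and withdrawn cells. limma called 3 sites higher and 166 lower at 10 days, 3 higher and 16 lower at 2 days, and 1 higher and 35 lower at withdrawal. With overlap by at least 1 bp, the shares differed by -4.24 and 3.33, the correlation of untreated cells and 10 days was 0.676, 7 strong sites changed between untreated and withdrawn cells, and limma called 122 sites lower at 10 days, 1 higher and 4 lower at 2 days, and 16 lower at withdrawal.

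With peaks called in either replicate, the shares at 10 days differed by -3.401 and 2.80 percentage points. Correlations rose to 0.823, 0.821 and 0.869 for untreated cells with 10 days, 2 days and withdrawal, and to 0.905 between 2 and 10 days. There were 73232 sites in all 4 conditions, 54469 only at 10 days and 49920 gained at 2 days. The CTCF core share at 10 days reversed, to -0.502, the gap between peaks with the core had a ratio of 0.804, and 1833 genes nearest the core were shared. limma called 1, 2 and 1 sites lower.

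The replicate block left the per-library values as they were. The exact permutation p of the median gap ratio of 0.797 became 0.0600, and 0 named genes passed for the number of peaks. limma called 121 higher and 609 lower sites at 10 days, 63 and 103 at 2 days, and 3 and 258 at withdrawal. In this fit the prior degrees of freedom were infinite, so that a site that varies more than the trend is not given a larger spread. With the block and each library centred there were 1154 higher and 593 lower sites at 10 days, 858 and 138 at 2 days, and 4 and 1 at withdrawal. Over only the sites called in all 12 libraries, the block and centring gave 802 and 352, 752 and 146, and 0 and 0 (1571 and 1231 at an unadjusted p under 0.05), and the block without centring gave 0 higher and 0 lower sites in each comparison (at an unadjusted p under 0.05, 604 higher and 227 lower at 10 days, 634 and 95 at 2 days, and 0 and 2077 at withdrawal).

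Among the other limma settings, centring alone gave 0 higher sites in each comparison, and 0 lower at 10 days, 1 at 2 days and 0 at withdrawal (at an unadjusted p under 0.05, 4369 higher and 2709 lower, 4370 and 1565, and 874 and 739). Sites called in all 12 libraries alone gave 0 higher and 0 lower sites in each comparison (at an unadjusted p under 0.05, 387 and 119, 384 and 44, and 0 and 1024). Quantile normalization across libraries gave 4 higher and 65 lower at 10 days, 5 and 38 at 2 days, and 0 higher and 0 lower at withdrawal (1310 and 1940 at an unadjusted p under 0.05). The 4 compared libraries alone gave 1 lower at 10 days, 1 higher and 4 lower at 2 days, and 2 lower at withdrawal. A minimum log2 change of 1 moved no count and cannot show stability, since each called site passed it.

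Including the withdrawals after 4 days of TGFβ, over 16 libraries, the median gap ratio was 0.837 (permutation test, p = 0.0764) and the AP-1 share differed by 0.769 percentage points (permutation test, p = 0.0853), neither past the threshold. Promoter scores reversed at *CDH1* (-0.26), *VIM* (-0.047) and *SNAI2* (-0.13), and 1 named gene passed for the number of peaks. In the central 200 bp, the AP-1 share differed by 0.624 percentage points (exact permutation test, p = 0.292). The CTCF core share differed by -1.01, past the threshold (exact permutation test, p = 0.0411, and 0.045 with the replicate block). In that window 3304 genes were shared and 2257 were only at 10 days. With no mismatch in the CTCF core, 335 genes were shared and 754 were only at 10 days. Without quantile normalization the correlations were 0.634 (untreated and 10 days), 0.664 (untreated and 2 days) and 0.730 (2 and 10 days). With a pseudocount of 0.1 they were 0.648, 0.659 and, for untreated and withdrawn cells, 0.797. Spearman's rho of untreated cells and 10 days was 0.746, and r of untreated and withdrawn cells over sites called in all 6 conditions was 0.785. With quantile normalization of differential scores, 3 strong sites fell at withdrawal.

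With the highest peak within 10 kb, promoter scores reversed at *EPCAM* (1.12, adjusted p = 0.0195) and *SNAI1* (0.020), and 1 named gene passed. Over the other alternatives of *EPCAM* the adjusted p ranged from 0.435 to 1. With scores divided by the library's median, they reversed at *CDH2* (-0.092), *VIM* (-0.13) and *SNAI2* (-0.18).

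Leaving out each replicate in turn leaves 3 libraries against 3, for which no exact permutation p is below 0.100, so the threshold cannot be passed. The ratios ranged from 1.27 to 1.59 for peaks per library and from 0.726 to 0.879 for the median gap per library, and the differences from -3.58 to -3.36 percentage points for promoters, from 2.77 to 3.28 for intergenic regions and from 1.11 to 1.13 for AP-1. In the peaks of a single replicate, the promoter share at 10 days differed by -3.84 to -3.68, the intergenic share by 2.96 to 3.09, the median gap ratio was 0.753 to 0.805, and that between peaks with the CTCF core 0.687 to 0.826. The CTCF core share at 10 days ranged from -0.854 to 0.627. The correlation was 0.703 to 0.739 for untreated cells and 10 days and 0.744 to 0.785 for untreated and withdrawn cells. Strong sites that rose at 10 days ranged from 0 to 106, those that fell at withdrawal from 0 to 814, and those changed between untreated and withdrawn cells from 1 to 755. There were 23758 to 58990 sites only at 10 days, 1484 to 5748 retained and 25079 to 50383 gained at 2 days. Promoter scores ranged from -0.30 to 0.69 at *CDH1*, -0.41 to 0.76 at *CDH2*, -0.019 to 0.59 at *ZEB1*, -1.63 to 0.41 at *SNAI1* and -0.054 to 0.24 at *SNAI2*, the number of peaks of *EPCAM* from -0.667 to 0.333, and the distal score of *SNAI2* from -0.026 to 0.49. At *FN1* the promoter score differed by 0.37 without replicate 1 and by 3.34 without replicate 2. The number of named genes that passed for the number of peaks was 0 in both. The limma fit without a replicate has 1 library per condition and gives no value.

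The unknown depth limits the results on numbers of peaks, gaps and sites found in some conditions only, since a site without a called peak has no measured score. The spread between replicates limits the limma counts: with that spread 30.5% of sites with a simulated 8-fold change were recovered.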

Differences from the paper's values

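Numbers of peaks are said to differ here where one is more than 1.5 times the other, numbers of genes where in addition the values differ by more than the replicate SD, and correlations where they differ by more than the replicate SD.

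The paper gives 175103 peaks at 10 days of TGFβ and 113680 in untreated cells, and the common peaks counted here were 97714 and 65238. Figure 3A of the paper, read by eye, shows about 98000 and about 65000 peaks. With peaks called in either replicate the numbers were 173461 and 116400, which do not differ from the paper's text, while the same setting gave 88030 peaks at 4 days of withdrawal, where the paper's text gives 47174 and the common peaks were 47197. Without replicate 2 the numbers were 159879 and 103105, and without replicate 1 78970 in untreated cells, all under 1.5 times away from it, while 111759 at 10 days without replicate 1 did. The other alternatives set before the data were examined (a merge distance of 100 bp, overlap by at least 1 bp, a single score floor, equal numbers of peaks, and scores at least 2 times the lowest) left both differences.

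The paper gives R² = 0.93 for untreated and withdrawn cells, 0.81 for untreated cells and 10 days of TGFβ, 0.82 for untreated cells and 2 days, and 0.94 for 2 and 10 days. Pearson's r here was 0.832, 0.709, 0.715 and 0.812, and its square was 0.692, 0.503, 0.512 and 0.660. The comparison was made with r, and the squares lie further from the paper's values. With peaks called in either replicate, r was 0.823 for untreated cells and 10 days, 0.821 for untreated cells and 2 days, and 0.905 for 2 and 10 days, which no longer differ, and 0.869 for untreated and withdrawn cells, which still does. Without replicate 2, r for 2 and 10 days was 0.876 and no longer differs. None of the other alternatives set before the data were examined closed any of the 4 differences.

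The paper gives 4117 genes adjacent to CTCF motifs shared by long-term TGFβ treatment and withdrawal, and 982 were shared here. With the core searched in the central 200 bp, 3304 genes were shared, which no longer differs. None of the other alternatives set before the data were examined closed this difference.

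The paper describes a major increase in accessibility at strong peaks from untreated cells to long-term TGFβ, where 4 sites rose and 1 fell here, and a major decrease at full withdrawal, where 11 sites fell here. From replicate 1 alone 106 sites rose in the former comparison and 814 fell in the latter, and from replicate 2 alone 0 rose and 0 fell. In replicate 1 the median score at sites called in all 12 libraries went from 39.6 to 14.9 at full withdrawal. The 814 sites therefore cannot be told apart from a difference in the scale of libraries. The paper describes mesenchymal genes as more responsive to TGFβ than epithelial genes in accessibility and peak intensity, and here 0 of the 9 named genes passed the adjusted threshold for the promoter peak score (0 also at an unadjusted p under 0.05). With the replicate block *FN1* had an unadjusted exact permutation p of 0.0200 (adjusted p = 0.180), and with the highest peak within 10 kb *EPCAM*, an epithelial gene, passed with a log2 difference of 1.12 (exact permutation test, adjusted p = 0.0195). For peaks annotated to a gene, *CDH2*, *ZEB1* and *SNAI2* passed it (exact permutation test, adjusted p = 0.0455 each). The paper describes the *CDH1* and *CDH3* peaks as remaining high through short-term treatment, and here the *CDH1* promoter peak was not called in replicate 1 at 4 days of TGFβ, while it scored 27.9 in replicate 2 (26.9 untreated), was called in both libraries at 2 days, and the *CDH3* promoter peak was called in each library at 2 and 4 days (scores from 11.2 to 26.0). The highest *CDH1* peak outside the promoter scored 74.2 and 71.5 in untreated replicates 1 and 2, 53.5 and 73.8 at 2 days, and 30.3 and 65.1 at 4 days. For *CDH3* these scores were 69.1 and 48.8, then 73.4 and 65.1, and 33.6 and 57.6. The paper describes the CTCF motif as restored to near-untreated levels by withdrawal, and here the core was in 3.93% of common peaks at 4 days of withdrawal after 10 days of TGFβ, 5.33% at 10 days of withdrawal and 4.98% in untreated cells. The paper describes the distance between peaks with CTCF motifs as stable at first, and here the median gap was 347 kb in untreated cells, 382 kb at 2 days and 429 kb at 4 days of TGFβ. The paper describes the shares of peaks at UTRs, TTSs and exons as stable, and here the UTR and TTS shares differed between TGFβ present and absent by -0.272 and -0.0960 percentage points (exact permutation test, p = 0.00433 and 0.00649), and the exon share by -0.124 (exact permutation test, p = 0.104). The paper describes most genes adjacent to CTCF motifs as shared, and here 982 were shared and 1971 were found only at 10 days of TGFβ. With the central 200 bp 3304 were shared and 2257 found only at 10 days, and with equal numbers of peaks 622 and 348, so that under these settings more genes were shared.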

Other observations

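The test of depth on the number of peaks with TGFβ present and the tests on the sites with lower scores were chosen only after the result was seen, as were the repeats of tests within replicate numbers.

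Sequencing depth and the calling threshold were tested for the larger number of peaks with TGFβ present. The geometric mean score step was 0.562 with TGFβ present and 0.732 with TGFβ absent (exact permutation test, p = 0.223). With the log2 score step in a linear fit of the log2 number of peaks, the fold between TGFβ present and absent went from 1.41 to 1.38 (exact permutation test, p = 0.0433), and with the replicate number in the fit as well it was 1.39 (exact permutation test within replicate numbers, p = 0.0550). With a single score floor for all libraries, the exact permutation p was 0.0476, and 0.0650 within replicate numbers. Across the 12 libraries, the log2 step and the log2 number of peaks had Pearson's r = -0.333 (permutation test, p = 0.286) and Spearman's rho = -0.378 (permutation test, p = 0.228). This was the only relation of its kind computed. Without the 2 libraries farthest from the median step, r was -0.626. It was -0.605 within the libraries with TGFβ present, 0.718 within those with TGFβ absent, -0.204 within replicate 1 and -0.637 within replicate 2. The step moved the fold little and had opposite relations to the number of peaks with TGFβ present and absent, so this fit does not decide about depth, and the test of the calling threshold depended on the replicate block. The larger number of peaks therefore cannot be told apart from a difference in depth or in the calling threshold.

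The number of peaks called was tested for 3 other differences between TGFβ present and absent by taking equal numbers of peaks from each library. The median gap was then longer with TGFβ present, a ratio of 1.05 (exact permutation test, p = 0.314, and 0.0300 within replicate numbers), so its shortening was lost and the number of peaks called is a candidate explanation that remains. For the promoter share the exact permutation p was 0.392, but within replicate numbers it was 0.0100 for the same difference of -1.002 percentage points, so the number of peaks called is not decided as its explanation. The AP-1 share kept its difference (exact permutation test, p = 0.00433, and 0.00500 within replicate numbers), which the number of peaks does not explain, but in the central 200 bp of peaks the difference was not past the threshold (exact permutation test, p = 0.292, and 0.245 within replicate numbers).

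More sites had a lower than a higher score at 10 days of TGFβ in the limma fit. Of the 154 lower sites, 153 had no called peak in either library at 10 days, so that their value there is the library's lowest score, and over sites called in all 12 libraries 0 were lower (119 at an unadjusted p under 0.05) and 0 higher (387). The lowest scores were 6.40 and 5.05 in the untreated libraries and 3.17 and 3.30 at 10 days. With a single score floor for all libraries 0 sites were higher (3703 at an unadjusted p under 0.05) and 1 lower (1907), so the excess of lower sites depends on the values given to missing peaks. The scaling of the scores could not be decided. With each library centred 0 sites were lower, but 0 were higher as well, and the prior degrees of freedom went from 37.4 to 7.41 while the log2 change at the site nearest *EMBP1* stayed at -8.74. With the replicate block 121 sites were higher and 609 lower, and with the replicate block and centring, a setting chosen after the data were seen, 1154 were higher and 593 lower, so the direction of the excess depends on the setting.

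Libraries resembled libraries of the same replicate number more than the other library of their condition. Over the sites called in all 12 libraries, the mean r was 0.80002 for the same replicate number in other conditions and 0.616 for the same condition. Depth was tested with the score step. The mean absolute difference in log2 step was 0.617 between libraries of the same replicate number and 0.566 within a condition, a difference that was not tested. Since depth itself is unknown, the resemblance cannot be told apart from a difference in depth. The GC content of the sites could not be ruled in or out, with r = -0.290 across sites between GC content and the difference of replicate 1 from replicate 2 (from -0.398 to -0.133 in the 6 conditions; sites are not independent replicates). At sites of 62% GC or more the median log2 difference was -0.34, and at sites of 46% or less 0.048. At promoters it was -0.40 and elsewhere 0.10. A batch of preparation shared by a replicate number was not tested, since the labels give no date.

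Cells withdrawn after 4 days of TGFβ, which Figure 3 does not cover, had 87004 ± 14050 peaks at 4 days of withdrawal and 110632 ± 8159 at 10 days (SD, n = 2 libraries). The CTCF core was in 4.90 ± 0.134% and 5.202 ± 0.138% of their peaks, and the AP-1 consensus in 15.9 ± 0.668% and 14.8 ± 1.60%.

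In single libraries, the promoter peak scores in HMLER and HMLER-Snail cells were 32.4 and 0 at *CDH1*, 35.0 and 6.85 at *CDH3*, 29.2 and 9.14 at *EPCAM*, 29.8 and 71.9 at *VIM*, and 22.6 and 53.7 at *FN1*. At *CDH2* they were 8.40 and 21.3, and at *SNAI2* 25.2 and 35.4. The mesenchymal genes *ZEB1* (20.3 and 13.7) and *SNAI1* (18.2 and 11.8) scored lower in HMLER-Snail cells. At 24 days of withdrawal the promoter peak scores were 17.4 at *CDH1*, 20.3 at *CDH3*, 27.5 at *EPCAM*, 47.8 at *VIM* and 23.2 at *FN1*. They were 17.4 at *CDH2*, 30.4 at *ZEB1*, 20.3 at *SNAI1* and 26.1 at *SNAI2*.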
